# Acetylation of lysine 49 on Ctnnb1 drives naïve pluripotency in murine stem cells by modulating Nanog function

**DOI:** 10.1093/pnasnexus/pgaf297

**Published:** 2025-09-12

**Authors:** Toshiyuki Takehara, Mahito Nakanishi, Raku Son, Hirofumi Suemori, Yasuhiro Murakawa, Takeshi Teramura

**Keywords:** pluripotency, epiblast stem cells, Ctnnb1, Crebbp/Ep300, posttranslational modification

## Abstract

Naïve pluripotency represents the ground state of mammalian development. A comprehensive understanding of the molecular mechanisms governing its establishment is crucial for elucidating the unique properties of embryonic cells and the regulatory mechanisms controlling cell fate determination. However, the key molecule to robustly achieve naïve pluripotency with minimal manipulation remains unclear. We found that the acetylation status of lysine 49 (K49) of Catenin beta-1 (Ctnnb1) plays a critical role in naïve pluripotency of murine stem cells. Deacetylated Ctnnb1 at K49 binds to transcription factor Nanog, impeding its repressor function and thereby promoting differentiation. Remarkably, treatment with IQ1, an inhibitor of interaction between acetyltransferase Ep300 and Ctnnb1, enhances acetylation at K49 of Ctnnb1, enabling the establishment and long-term maintenance of embryonic stem cells independently of the leukemia inhibitory factor, and also driving complete conversion of epiblast stem cells to the naïve state. This study reveals the critical role of Ctnnb1 in naïve pluripotency and introduces an effective strategy for its induction and maintenance.

Significance Statement Ctnnb1^K49^ is acetylated specifically in the naïve pluripotent state. We demonstrated that this modification is important for the suppression of differentiation-associated gene expression by Nanog. Upon differentiation, acetylation at K49 of Ctnnb1 is diminished. Notably, the overexpression of a constitutively K49 acetylated Ctnnb1 mutant or treatment with IQ1, which inhibits the interaction between Ctnnb1 and Ep300, enabled the establishment and long-term maintenance of embryonic stem cells independent of the leukemia inhibitory factor. Furthermore, IQ1 treatment induced a fully naïve pluripotent state in epiblast stem cells, which contributed to chimeric mice following blastocyst injection. These findings demonstrate that K49 acetylation of Ctnnb1 plays a crucial role in the establishment of naïve pluripotency.

## Introduction

In mammals, pluripotent stem cells arise during the blastocyst stage. After implantation, their differentiation pathways become progressively restricted, becoming founder cells committed to specific lineages. In mice, at least three types of stem cells have been used to model early embryogenesis: embryonic stem cells (ESCs), representing preimplantation pluripotency; epiblast stem cells (EpiSCs), representing postimplantation pluripotency at E4.5–7.5 (E, days post coitus), and formative stem cells representing transitional stages between ESCs and EpiSCs (1, 2).

Naïve and primed state stem cells use different molecular pathways to maintain self-renewal. In the former, self-renewal is sustained by the leukemia inhibitory factor (LIF)-Stat3 pathway, while Fgf2/Erk signaling promotes early differentiation. In contrast, in the latter state, the LIF-Stat3 pathway is ineffective, with self-renewal being supported by the Fgf2-Erk and Activin-Smad signaling cascades. During the transition from naïve to primed states, the expression of numerous signaling molecules and transcription factors quantitatively fluctuates through transcriptional regulation and/or posttranslational degradation. However, key transcription factors, including Pou5f1, Sox2, and Nanog, as well as signal mediators including Erk, are not merely switched on or off, but instead exhibit multifunctional roles across multiple pluripotent states (3, 4).

Ctnnb1 is a major protein present in both the naïve and the primed states, with versatile functions in regulating pluripotency (1, 3). Its general functions include regulating cell adhesion through binding to cadherins (5), facilitating cell migration by controlling myosin activation (6), and serving as a central mediator in canonical Wnt signaling (7–10). In pluripotent stem cells, it has been demonstrated that stabilization and increased abundance of Ctnnb1 contribute to the maintenance of the naïve state pluripotency (11–14). By contrast, in the primed state, Ctnnb1 does not appear to positively contribute to the maintenance of self-renewal; instead, it is hypothesized to promote differentiation (15–17). During activation of canonical Wnt/Ctnnb1 signaling, Ctnnb1 interacts with Tcf and Lef, functioning as a transcriptional regulator to activate the transcription of the target genes (10, 18). In naïve-state stem cells, inhibiting the interaction between Ctnnb1 and Tcf using iCRT3 enhances pluripotency (19). Therefore, both Wnt/Ctnnb1 activity and Tcf-mediated transcription appear to play a fundamental role in initiating differentiation. This hypothesis is supported by the demonstration that Ctnnb1/Tcf-dependent transcriptional activation is relatively low in the naïve state, but increases during murine ESC differentiation (19, 20). On the other hand, the molecular mechanisms by which Ctnnb1 supports naïve pluripotency but not in primed state stem cells remain unclear.

We demonstrate that acetylation of Ctnnb1 at lysine 49 (K49) plays a critical role in regulating pluripotency in murine naïve-state stem cells through its interaction with Nanog. Furthermore, we show that the naïve pluripotent state can be induced and maintained in a LIF-independent manner by treatment with IQ1, which enhances K49 acetylation of Ctnnb1. These findings highlight the essential role of Ctnnb1 acetylation in the molecular regulation of pluripotency.

## Results

### Ctnnb1 K49 is highly acetylated in murine naïve-state stem cells

To investigate the role of Ctnnb1 in pluripotency, we treated mouse ESCs and EpiSCs with CHIR99021 and analyzed gene expression. In ESCs, this treatment increased the expression of pluripotency-related genes. In contrast, CHIR99021 treatment increased the expression of differentiation-related genes in EpiSCs (Fig. 1A).

**Fig. 1.**
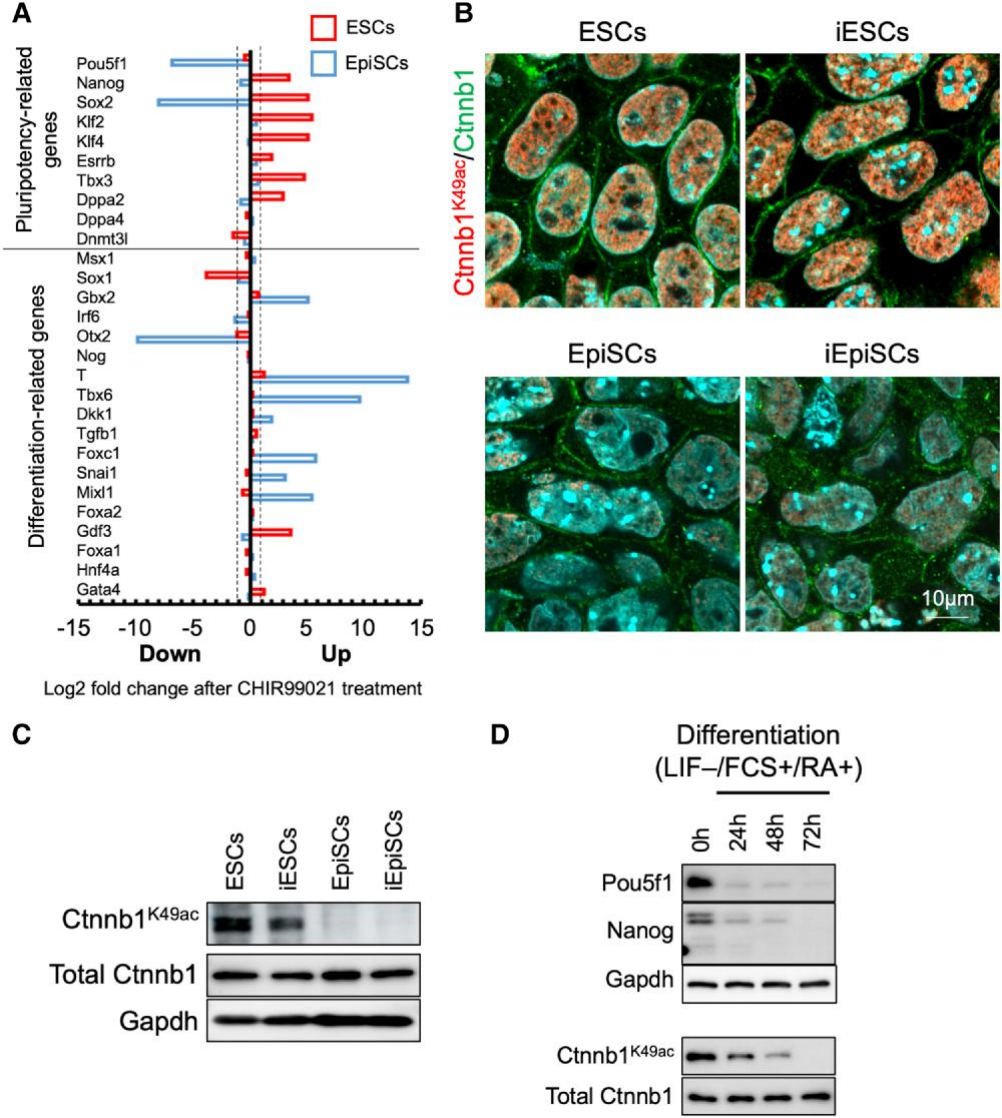
Mouse naïve state stem cells exhibit increased K49 acetylation of Ctnnb1. A) Changes in pluripotency- and differentiation-associated gene expression in response to increased Ctnnb1 levels in ESCs (naïve) and EpiSCs (primed). Signature genes associated with pluripotency and early differentiation were identified from microarray data and are presented. B) Subcellular localization and abundance of Ctnnb1^K49ac^ in ESCs and EpiSCs. Ctnnb1^K49ac^ was visualized using CF555, total Ctnnb1 with CF488, and DNA with DAPI. C) WB analysis of Ctnnb1^K49ac^ expression in naïve and primed state stem cells, including detection of total Ctnnb1. D) WB confirming the reduction of Pou5f1, Nanog, and Ctnnb1^K49ac^ by differentiation induction.

As a potential mechanism underlying this different gene expression response, we focused on the acetylation of K49 residue on Ctnnb1. Immunofluorescence revealed that K49-acetylated Ctnnb1 (Ctnnb1^K49ac^) was localized to the nuclei of undifferentiated mouse ESCs (Figs. 1B and S1). To determine whether Ctnnb1^K49ac^ is specifically associated with the naïve state rather than being exclusive to ESCs, we measured the abundance of Ctnnb1^K49ac^ by western blotting (WB) in two different naïve-state stem cell lines (ESCs and ES-like cells derived from EpiSCs by treatment with A83-01, PD0325901, and CHIR99021 [induced ESCs; iESCs]) versus two primed-state stem-cell lines (EpiSCs and EpiSC-like cells derived from ESCs by Fgf2 stimulation in the absence of LIF [induced EpiSCs; iEpiSCs] (21)). Ctnnb1^K49ac^ was significantly abundant in the naïve state than in the primed state. By contrast, total Ctnnb1 expression did not differ across the four stem-cell types (Fig. 1C). In ESCs, Ctnnb1^K49ac^ decreased upon differentiation induction by LIF withdrawal, addition of fetal calf serum, and retinoic acid. At 72 h postdifferentiation induction, Ctnnb1^K49ac^ was nearly undetectable; moreover, the expression of Pou5f1 and Nanog also declined (Fig. 1D).

### Acetylation of K49 on Ctnnb1 alters its affinity for interaction with Nanog and modulates the repressor function of Nanog

Based on the differences in the abundance of Ctnnb1^K49ac^ in the two pluripotent cell types, we hypothesized that Ctnnb1^K49ac^ contributes to the unique characteristics of each stem cell type by interacting with core transcription factors. To test this, we used in silico analysis to examine the promoters of genes whose expression was altered by CHIR99021 treatment in ESCs and EpiSCs, specifically binding of the core transcription factors Pou5f1, Sox2, Nanog, and Klf4, and found abundant Nanog binding on the promoter regions (Fig. 2A). To test for a physical interaction between Ctnnb1 and Nanog, we conducted immunoprecipitation (IP) assays on nuclear lysates from ESCs and EpiSCs using anti-Pou5f1, Nanog, Sox2, and Klf4 antibodies. While these assays suggest that Ctnnb1 interacts with Pou5f1 and Sox2 in both ESCs and EpiSCs, the interaction between Ctnnb1 and Nanog was detected only in EpiSCs (Fig. 2B).

**Fig. 2.**
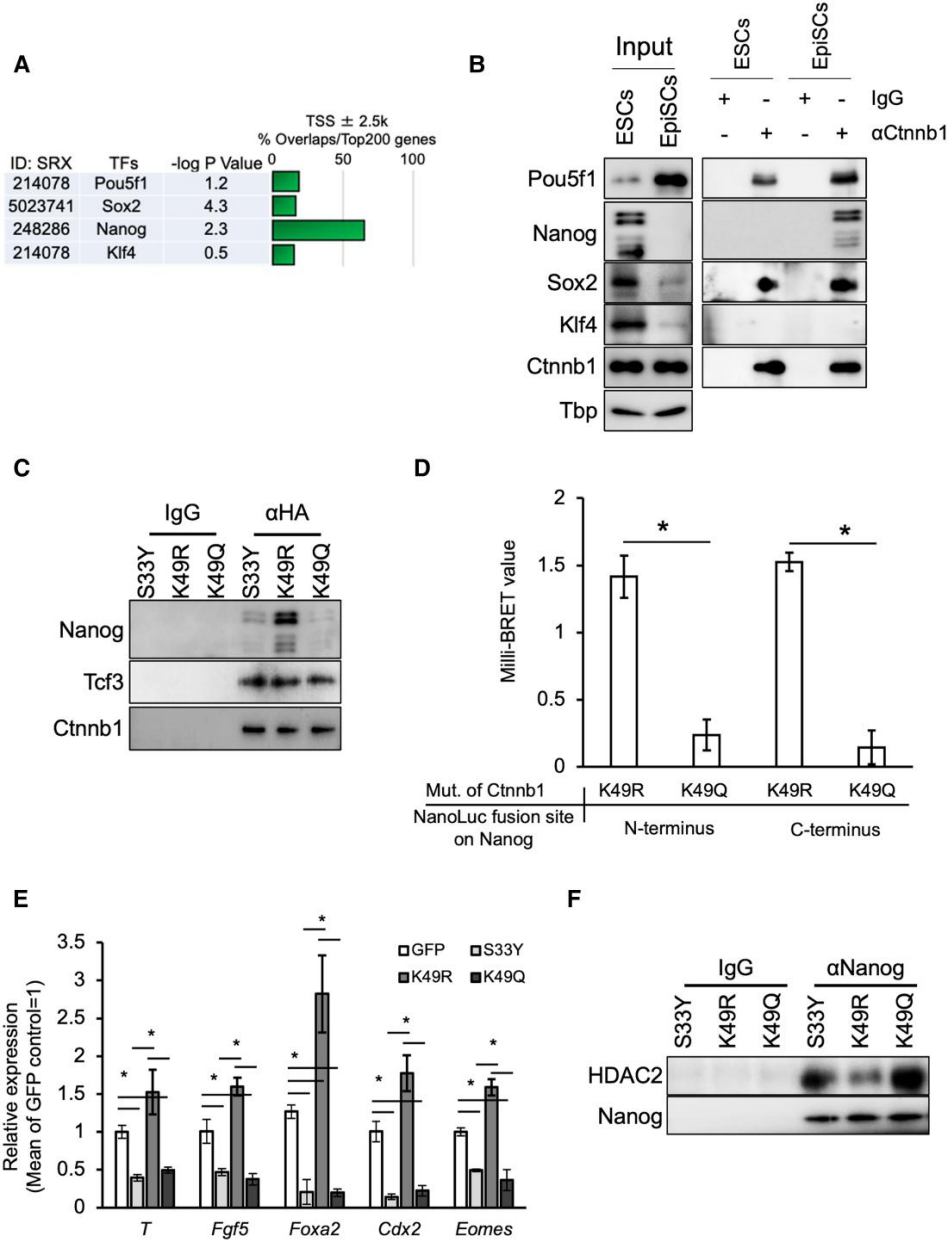
Ctnnb1^K49ac^ affects its binding with Nanog and regulates Nanog function as a repressor of differentiation-related gene expression. A) In silico ChIP analysis of transcription factor occupancy in the promoter regions of genes whose expression is Ctnnb1-dependent, showing enrichment of Nanog binding sites. B) IP confirming the interaction between Ctnnb1 and pluripotency-regulating transcription factors Pou5f1, Nanog, Sox2, and Klf4. C) Verification of binding between each Ctnnb1 mutant and Nanog or Tcf3. The nonacetylated mimic K49R exhibits strong binding to Nanog. D) Quantitative analysis of the interaction between Ctnnb1^K49R^ or Ctnnb1^K49Q^ and Nanog using NanoBRET. HaloTag was fused to the N-terminus of each Ctnnb1 variant, and interaction with NanoLuc-fused Nanog was assessed. The bars represent the mean ± SD of three biological replicates (*n* = 3). The asterisks indicate statistically significant differences between groups (*P* < 0.05). E) Expression changes in differentiation-related/primed-state signature genes upon the forced expression of each Ctnnb1 mutant in ESCs. Ctnnb1^S33Y^(S33Y) is a stabilized mutant form of Ctnnb1 that served as the parental construct for the Ctnnb1^K49R^ and Ctnnb1^K49Q^ mutants, and was used as a control in this experiment. The bars represent the mean ± SD of three biological replicates (*n* = 3). The asterisks indicate statistically significant differences between groups (*P* < 0.05). F) IP demonstrating changes in interaction between Nanog and HDAC2 in ESCs following the forced expression of each Ctnnb1 mutant.

In silico protein–protein interaction prediction between Ctnnb1 and Nanog based on the AlphaFold Protein Structure Database and docking simulations with HADDOCK (22, 23) revealed that the buried surface area between Ctnnb1 and Nanog was 2,889.345 Å^2^ ± 92.301 in the K49 deacetylated Ctnnb1 model, whereas it decreased to 2,680.945 Å^2^ ± 139.438 in the K49 acetylated model. The electrostatic energy was −364.2 ± 98.3 kcal/mol in the K49 deacetylated Ctnnb1–Nanog complex and −182.0 ± 31.9 kcal/mol in the K49-acetylated complex. These results suggest that K49 acetylation at K49 weakens the interaction between Ctnnb1 and Nanog. To further investigate the impact of acetylation at the K49 residue of Ctnnb1 on interaction between Ctnnb1 and Nanog, we generated two mutants based on the stabilized form of Ctnnb1 (Ctnnb1^S33Y^): Ctnnb1^K49R^, which mimics the deacetylated state by substituting lysine with arginine, and Ctnnb1^K49Q^, which mimics the acetylated state by substituting with glutamine. These constructs were ectopically expressed in ESCs, followed by IP. The acetylation-mimic mutant Ctnnb1^K49Q^, as well as the parental Ctnnb1^S33Y^ construct, showed only weak or negligible interaction with Nanog. In contrast, the deacetylation-mimic Ctnnb1^K49R^ exhibited strong binding to Nanog. Notably, the interaction with Tcf3, a canonical binding partner of Ctnnb1 in pluripotency, was unaffected across all three variants (Fig. 2C). Then, we performed a bioluminescence resonance energy transfer (BRET) assay using Ctnnb1 mutants to mimic its deacetylated and acetylated states to confirm that K49 acetylation on Ctnnb1 inhibits interaction between Ctnnb1 and Nanog. Ctnnb1^K49R^ and Ctnnb1^K49Q^ were each fused at the N-terminus with HaloTag and coexpressed in HEK293 cells with Nanog fused to NanoLuc at either its N- or C-terminus. The NanoBRET assay revealed that the interaction signal between Ctnnb1 and Nanog observed with the Ctnnb1^K49R^ mutant was significantly reduced in the Ctnnb1^K49Q^ mutant (Fig. 2D).

To investigate the effect of Ctnnb1^K49ac^ on Nanog-dependent transcription regulation, ESCs were transfected with plasmids expressing all three mutants, followed by measuring the expression of early differentiation–associated genes. RT-PCR showed that while Ctnnb1^S33Y^ and Ctnnb1^K49Q^ significantly repressed the expression of the early differentiation genes *T*, *Fgf5*, *Foxa2*, *Cdx2*, and *Eomes*, all are typically suppressed by Nanog in naïve pluripotency. Contrarily, these genes are up-regulated in the ESCs transfected with the Ctnnb1^K49R^ mutant (Fig. 2E). Furthermore, to assess whether expression of the Ctnnb1^K49R^ mutant facilitates the transition from naïve to primed states, we generated ESCs in which endogenous Ctnnb1 was knocked out by CRISPR-Cas9 (Fig. S2) and overexpressed Ctnnb1^K49R^. Upon transfer to Fgf2-supplemented medium, these ESCs formed flat-shaped colonies within 96 h. In addition, the appearance of SSEA1-negative and CD90-positive cells indicated a shift toward an EpiSC-like identity (Fig. S3). As a reciprocal experiment, we generated EpiSCs in which endogenous Ctnnb1 was knocked out and compensated with the Ctnnb1^K49Q^ mutant. To monitor the transition toward the naïve state, we utilized EpiSCs derived from Nanog-green fluorescent protein (GFP) transgenic mice, in which GFP is specifically expressed in the naïve state. Upon Fgf2 deprivation, these Ctnnb1^null/K49Q^ EpiSCs exhibited an elevated expression of naïve pluripotency markers, including Nanog, Klf2, and Klf4, and a subset of cells activated the Nanog-GFP reporter (Fig. S4). These findings suggest that the interaction between K49-deacetylated Ctnnb1 and Nanog observed in primed state interferes with the transcriptional repressor function of Nanog on differentiation-associated genes. To further examine this, we expressed the three Ctnnb1 mutants in ESCs and assessed whether the interaction between Nanog and HDAC2, a core component of the repressor complex, was affected. Consistent with this hypothesis, IP analysis revealed that the expression of the K49R mutant markedly reduced the interaction between Nanog and HDAC2 (Fig. 2F).

### Acetylation of K49 on Ctnnb1 is regulated through differential utilization of the transcriptional coactivators Crebbp and Ep300

To elucidate the mechanism regulating K49 acetylation on Ctnnb1 in the naïve state, we investigated the roles of the acetyltransferases Crebbp and Ep300 both in naïve and in primed pluripotent states. Previous studies have suggested that Ctnnb1/Crebbp supports the maintenance of the undifferentiated, proliferating state, whereas a shift toward Ctnnb1/Ep300 interaction is associated with the initiating differentiation (24). We therefore measured the expression of Crebbp and Ep300 in ESCs cultured under two distinct conditions: 20% knockout serum replacement (KSR) with PD0325901 and CHIR99021; N2B27 with PD0325901 and CHIR99021, as well as in two independent EpiSC lines under Fgf2 supplemented standard culture condition. We found that Crebbp was expressed at comparable levels across all four stem-cell lines. In contrast, Ep300 exhibited a significantly higher expression in EpiSCs (Fig. 3A).

**Fig. 3.**
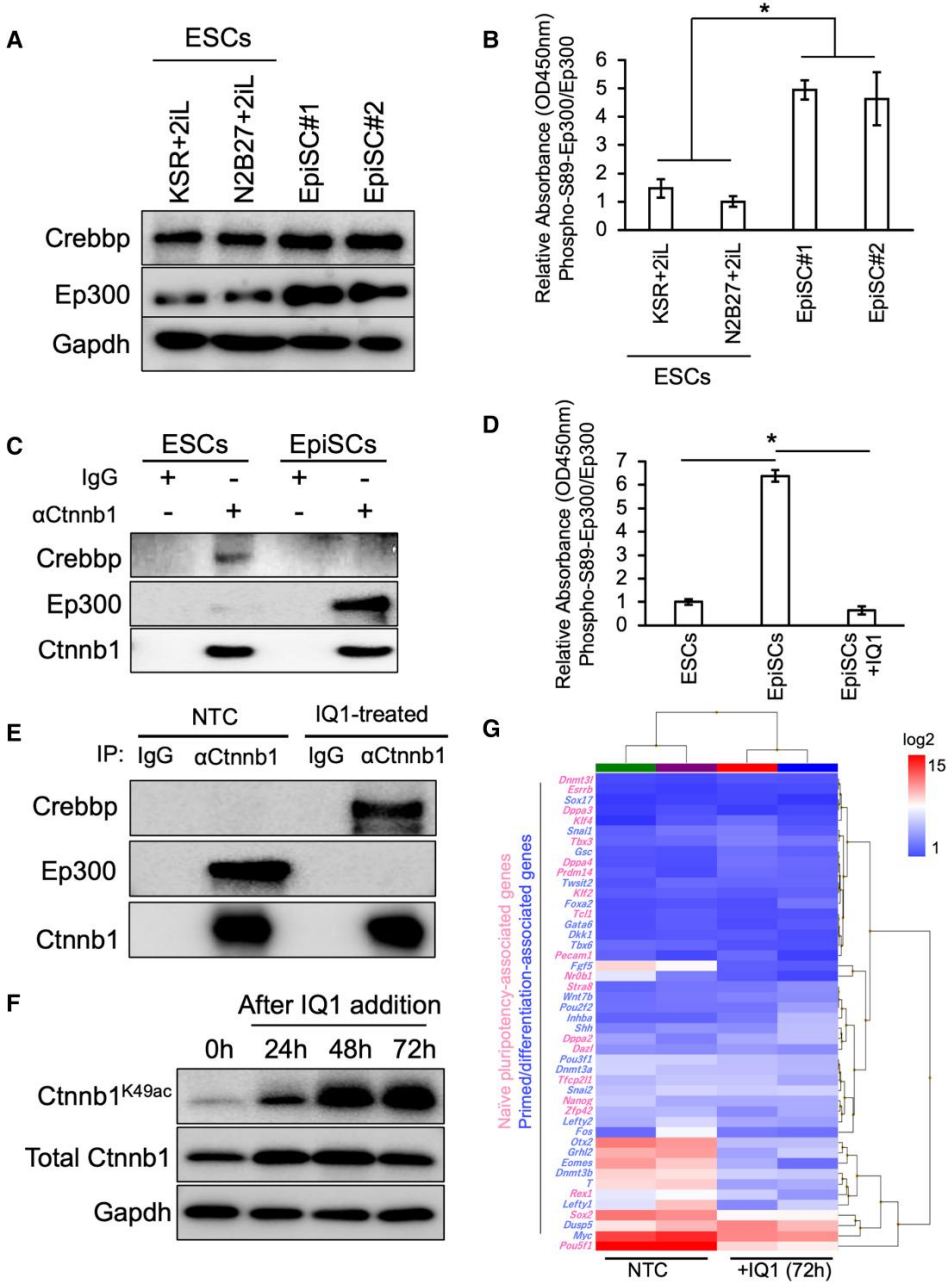
Ctnnb1^K49ac^ is regulated by selective interaction with the histone acetyltransferases (HATs) Crebbp and Ep300; the inhibition of Ep300 function by IQ1 induces naïve-like characteristics in EpiSCs. A) WB showing Crebbp and Ep300 expression levels in ESCs and EpiSCs. B) Quantification of Ep300 S89 phosphorylation in ESCs and EpiSCs using ELISA. The bars represent the mean ± SD of three biological replicates (*n* = 3). The asterisks indicate statistically significant differences between groups (*P* < 0.05). C) IP assays showing Ctnnb1 binding to Crebbp and Ep300 in ESCs and EpiSCs. D) Reduction of Ep300 S89 phosphorylation following IQ1 treatment. The elevated level of Ep300 S89 phosphorylation observed in EpiSCs was significantly decreased upon IQ1 treatment for 72 h. Each bar represents the mean ± SD of three biological replicates (*n* = 3). The asterisks indicate statistically significant differences (*P* < 0.05). E) IQ1-induced shift in Ctnnb1 binding partners in EpiSCs. IP with anti-Ctnnb1 antibody performed 72 h after IQ1 treatment in EpiSCs revealed a preferential enrichment of Crebbp over Ep300. F) WB showing that IQ1 treatment enhances Ctnnb1^K49ac^ in EpiSCs over time. G) Microarray-based gene expression analysis of EpiSCs treated with IQ1 for 72 h. Independent experiments using two distinct cell lines were performed. IQ1 treatment alters the expression profile of signature genes associated with the naïve state (highlighted in red) and primed state/early differentiation (highlighted in blue), inducing naïve-like transcriptional characteristics.

As the interaction between Ctnnb1 and either Crebbp or Ep300 has been reported to depend on the phosphorylation status of Ep300 at serine 89 residue (S89) (24, 25), we measured the phosphorylation level of Ep300 at S89 by enzyme-linked immunosorbent assay (ELISA) and found it to be ∼5-fold higher in EpiSCs than in ESCs (Fig. 3B). To determine whether Crebbp or Ep300 interacts with Ctnnb1 in ESCs and EpiSCs, both cell types are subjected to IP analysis with an anti-Ctnnb1 antibody, followed by immunoblotting with anti-Crebbp and anti-Ep300 antibodies. The results suggest that Ctnnb1 interacts with Crebbp in ESCs and with Ep300 in EpiSCs (Fig. 3C). Next, we investigated whether IQ1, a compound that can inhibit the phosphorylation of Ep300 (24, 26, 27), can promote the interaction between Crebbp and Ctnnb1 in EpiSCs. Consistent with the reported mechanism, IQ1 treatment markedly reduced the phosphorylation level of Ep300 at S89 in EpiSCs (Fig. 3D). Furthermore, IP analysis revealed that IQ1 treatment suppressed the interaction between Ctnnb1 and Ep300, while concurrently promoting the interaction between Ctnnb1 and Crebbp (Fig. 3E). Consistently, IQ1 treatment results in a significant increase in Ctnnb1^K49ac^ at least after 48 h of treatment (Fig. 3F). When observed at 72 h of IQ1 treatment, the expression of differentiation-related genes including *Fgf5*, *Otx2*, *Eomes*, *Dnmt3b*, and *T* were down-regulated, whereas the expression of transcription factors associated with naïve-state pluripotency, including *Tbx3*, *Stra8*, *Dnmt3l*, *Esrrb*, and *Dppa2*, were slightly up-regulated (Fig. 3G).

### IQ1 treatment promotes naïve pluripotency in the absence of LIF and facilitating primed- to naïve-state conversion

Next, we investigated whether the induction of Ctnnb1^K49ac^ by IQ1 treatment is sufficient to establish naïve pluripotency, through two independent experimental approaches. First, to determine the effect of IQ1 in the absence of LIF, we cultured ESCs derived from Oct4ΔPE-GFP Tg embryos, which exhibit high GFP expression in the naïve state, in N2B27 medium supplemented with IQ1. These conditions enabled the propagation of ESCs, while maintaining GFP expression in the absence of LIF, although proliferation was slightly decreased relative to that in the presence of LIF (Fig. S5). Second, we produced ESCs from wild-type murine embryos by culturing them in IQ1-supplemented medium in the absence of LIF. Because embryo adhesion is extremely low in N2B27 medium without LIF and murine embryonic fibroblast (MEF) feeder cells were used to enhance attachment. By day 10 of culture, typical ESC colonies emerged in 20% KSR containing Dulbecco's modified Eagle medium (DMEM) supplemented with 4 µg/mL IQ1, and a stable ESC line was established using serial passaging in IQ1-supplemented medium. This cell line (IqESC) proliferated, maintaining a typical domed colony morphology, and exhibited characteristics associated with the naïve state. Global gene expression analysis revealed that although IqESC displayed slight differences from conventional ESCs, their expression profile was very different from that of the primed state, consistent with the naïve pluripotent state (Fig. 4A and B).

**Fig. 4.**
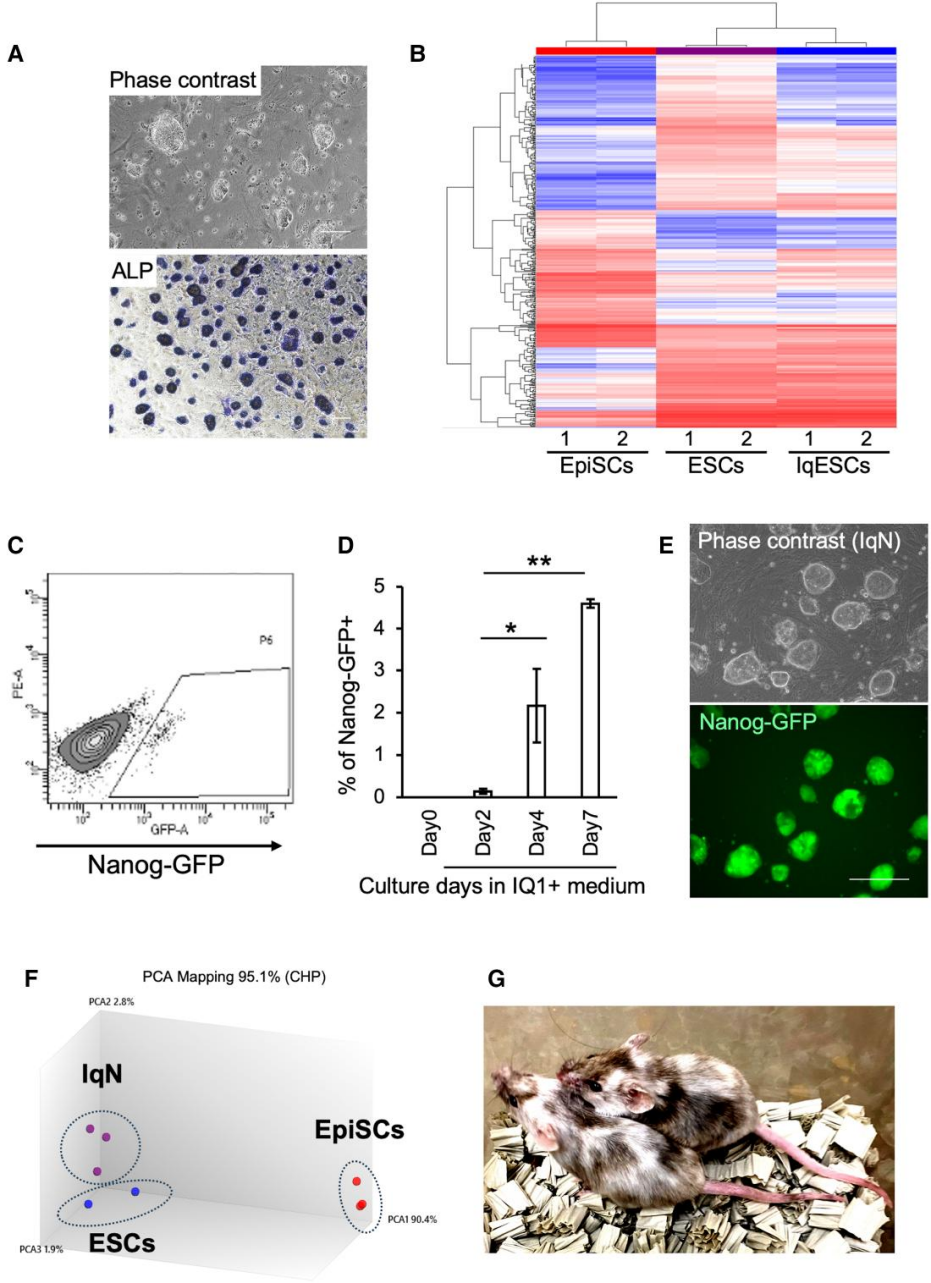
IQ1 enables the self-renewal of ESCs in the absence of LIF and triggers the conversion of EpiSCs to a naïve pluripotent state. A) Phase-contrast images of ESCs established by IQ1 treatment in the absence of LIF. Lower panel, alkaline phosphatase activity staining. B) Transcriptomic analyses on EpiSCs, ESCs, and IqESCs, that is established in IQ1+/LIF-condition. IqESCs exhibit expression profiles similar to those of ESCs. C) EpiSCs cultured in medium supplemented with IQ1 for 4 days began to express Nanog-GFP, as assessed by flow cytometry. D) Progressive increase in Nanog-GFP–positive cells during continuous culture in IQ1-supplemented medium. The bars represent the mean ± SD of three biological replicates (*n* = 3). The asterisks indicate statistically significant differences between groups (*P* < 0.05). E) EpiSCs maintained in IQ1-supplemented medium retain a domed colony morphology with strong Nanog-GFP expression, characteristics of typical naïve-state stem cells. F) Principal component analysis (PCA) of transcriptomic profiles of IqN cells, ESCs, and EpiSCs, showing that IqN cells and ESCs exhibit similar gene expression characteristics. G) Generation of chimeric mice from IqN cells via microinjection into ICR host embryos. As the parental EpiSCs of IqN cells were derived from C57BL/6J mice, the appearance of black fur in chimeric mice serves as an indicator of IqN cell contribution.

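On the first principal component, which held 67.8% of the variance, both IqN arrays lay on the side of the ESCs, with scores of -55.1 and -55.4 against -42.2 and -40.7 for ESCs and 102.5 and 90.8 for EpiSCs. The second component (18.6%) set the naïve groups apart from each other, with scores of 47.4 and 43.1 for ESCs and -37.8 and -45.2 for IqN cells. EpiSCs lay between them at -12.9 and 5.41. The third component held 6.20%. Dppa5a, a transcript of naïve cells, measured 18.20 ± 0.07 (SD, n = 2) in IqN cells and 18.09 ± 0.06 (SD, n = 2) in ESCs, against 3.93 ± 0.22 (SD, n = 2) in EpiSCs. This was the largest rise among the genes passing the rule for named genes in both comparisons with EpiSCs. The surface protein gene Cd59a ran the other way, with 16.59 ± 0.18 (SD, n = 2) in EpiSCs, 5.83 ± 0.29 (SD, n = 2) in ESCs and 8.30 ± 0.35 (SD, n = 2) in IqN cells.

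**Figure D1:**
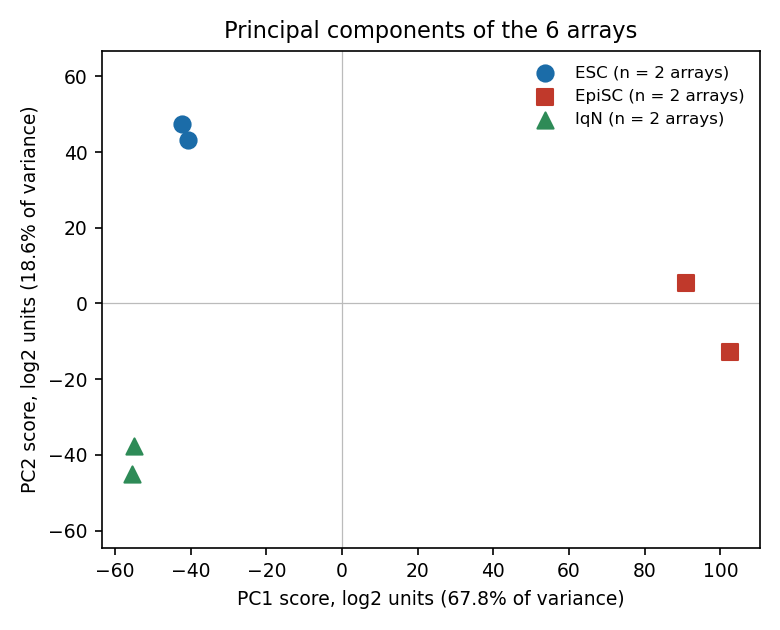
Scores of the 6 arrays on the first and second principal components (log2 units), computed on gene-centred, unscaled values, with 1 point per array. The EpiSC arrays lie at scores of 90.8 and 102.5 on the first component, and the ESC and IqN arrays separate along the second.

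Over the 19572 probe sets, the mean Euclidean distance between an IqN and an ESC array was 96.6, which is 62.9% ± 2.27 (SD over pairs of arrays) of the 153.6 between ESCs and EpiSCs. This share ran from 38.2% for distances as 1 minus the Pearson correlation to 88.6% with probe sets scaled to unit variance. IqN cells lay at 163.4 from EpiSCs. Distances between the 2 arrays of a group were 74.2 for EpiSCs, 57.3 for IqN cells and 54.7 for ESCs. The largest of them was 76.8% of the distance between IqN cells and ESCs. Correlations across probe sets, which are not independent replicates, were 0.978 to 0.981 between IqN and ESC arrays, 0.941 to 0.945 between IqN and EpiSC arrays and 0.988 to 0.993 within groups. For the 3232 genes that differed between ESCs and EpiSCs at least 2-fold and past the threshold, IqN cells had covered a median of 91.1% of the way from the EpiSC to the ESC level (quartiles 60.9% and 117.1%). Of these genes, 37.9% lay between 80% and 120% of the way, 39.1% fell short of 80%, 23.0% passed 120%, and 5.72% moved away from the ESC level. Of the genes called against EpiSCs, 1277 were higher and 1444 lower in both ESCs and IqN cells, against 212.7 and 215.4 for independent lists. Another 25 went opposite ways. Both comparisons use the same EpiSC arrays. In a simulation, arrays of all 3 groups were drawn around each probe set's overall mean, with no group changed. They shared 0.04 calls on average over 100 draws. Almost no gene is called in such data, so this count cannot show how much sharing the common EpiSC arrays bring. The log2 fold changes of ESCs and of IqN cells against EpiSCs correlated across genes at 0.835 (0.5001 in the simulation), with a covariance of 0.976 (0.0401 in the simulation). With a different EpiSC array for each comparison the correlations were 0.698 and 0.769 and the covariances 0.883 and 0.929. Most of the covariance thus remained without shared EpiSC arrays. Part of the overlap in calls may still come from the shared controls.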

### EpiSCs converted to the naïve state using IQ1 exhibit inner cell mass integration and contribute to chimeras

Finally, we determined whether continuous treatment with IQ1 can convert EpiSCs to the naïve state. 

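To follow the conversion at the level of transcripts, RNA of 3 kinds of pluripotent cells was measured on 6 Clariom S mouse arrays, 2 arrays for each. EpiSCs are primed-state stem cells derived from the epiblast of postimplantation embryos and were grown on Matrigel in Nutristem XF medium. ESCs are naïve-state stem cells and were grown with LIF and serum replacement, on gelatin or on a feeder layer of mouse embryonic fibroblasts. Which of these surfaces the ESCs of the arrays came from is not given in the sources used here. IqN cells are the IQ1-treated EpiSCs, obtained in N2B27 medium with IQ1 at 4 μg/mL and called converted naïve state pluripotent stem cells in the sample labels. The paper states that they were maintained with LIF. Whether the RNA was taken before or after that step is not given there. In either case the medium of the EpiSCs differed from that of ESCs and IqN cells. Differences from EpiSCs therefore cannot be separated from the medium. Biotin-labelled cDNA was made from 100 ng of total RNA and hybridized, and the authors deposited 1 log2 expression value per probe set and array. The method of background correction, summary and normalization behind these log2 values is not named, but the medians of the 6 arrays lay between 5.345 and 5.4403 over all measured features. As a measure of signal over background, the negative control features had medians of 4.876 to 5.436, and 38.2% to 42.6% of the named probe sets lay above the upper quartile of these controls. Values below these medians lie at background level, so the size of a fold change against such a group is poorly determined. From the deposited values, the 19572 probe sets with 1 gene symbol were tested. The probe set with the highest mean stood for each of the 55 genes with more than 1, and this left 19505 genes. Groups were compared with limma in 1 fit over the 3 groups, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Gene lists were compared with the other genes by camera. The gene lists, these group and list comparisons and their alternatives were set before the data were examined. The number of arrays limits the precision: the fit has 3 residual degrees of freedom and borrows 6.11 from the spread of all genes, and a permutation of 2 arrays against 2 cannot give a p under 0.333. The labels do not say whether the 2 arrays of a group came from separate cultures. The p-values therefore measure the spread between these arrays, which may be technical.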

When EpiSCs derived from Nanog-GFP transgenic mice, which express GFP exclusively in naïve-state stem cells, were cultured in N2B27 medium containing IQ1, GFP-positive cells were detected at 96 h and increased afterward (Figs. 4C and D and S6). By day 14 of IQ1 treatment, after three passages, all colonies exhibited a domed morphology with strong GFP expression (Fig. 4E). Microarray analysis showed that the IQ1-treated cells had an expression profile highly similar to that of ESCs (Fig. 4F). 

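Naïve pluripotency genes were far higher in IqN cells than in EpiSCs, and most were higher than in ESCs as well. Genes of the primed epiblast moved both ways, and Fgf5 was among those lower than in EpiSCs in both IqN cells and ESCs. Nanog, the transcription factor behind the GFP reporter of the conversion, measured 15.92 ± 0.04 (SD, n = 2) in IqN cells, 13.81 ± 0.10 (SD, n = 2) in ESCs and 7.22 ± 0.63 (SD, n = 2) in EpiSCs on the log2 scale. Against EpiSCs its log2 fold change was 8.70 in IqN cells (standard error 0.30, limma adjusted p = 2.2e-07) and 6.59 in ESCs (standard error 0.30, limma adjusted p = 1.28e-06). Of 20 naïve pluripotency genes, all 20 were higher in IqN cells than in EpiSCs (20 when adjusted over the list alone), with a median log2 difference of 5.94 (camera adjusted p = 5.14e-27, and adjusted p = 0.0353 with an estimated correlation). In ESCs 19 of them were higher (19 when adjusted over the list alone), with a median of 4.21 (camera adjusted p = 1.07e-22, and adjusted p = 0.0452 with an estimated correlation). Esrrb, an orphan nuclear receptor of the naïve network, was at 2.75 ± 0.26 (SD, n = 2) in EpiSCs, below the negative controls, and at 9.97 ± 0.21 (SD, n = 2) in ESCs and 11.52 ± 0.33 (SD, n = 2) in IqN cells. The 8 naïve genes that the paper names in its text were all higher than in EpiSCs in both IqN cells and ESCs (8 and 8 when adjusted over the list alone). The medians were 6.45 (camera adjusted p = 1.67e-13, and adjusted p = 0.0507 with an estimated correlation) in IqN cells and 5.34 (camera adjusted p = 7.1e-12, and adjusted p = 0.0489 with an estimated correlation) in ESCs. The arrays on which the paper chose them are not given, so this count is not independent evidence of their direction. Among them, Dppa2 had the same mean in IqN cells and ESCs, 14.90 ± 0.07 and 14.90 ± 0.09 (SD, n = 2 each), against 5.13 ± 1.08 (SD, n = 2) in EpiSCs. Of 9 core pluripotency genes, which naïve and primed cells share, 4 were higher and 2 lower in IqN cells than in EpiSCs (5 and 3 when adjusted over the list alone, camera adjusted p = 0.239). In ESCs 3 were higher and 1 lower (3 and 2 over the list alone, camera adjusted p = 0.458). Sox2 rose by 3.51 in IqN cells (limma adjusted p = 1.83e-05) and by 2.98 in ESCs (limma adjusted p = 6.18e-05). Pou5f1, which encodes Oct4, fell by 0.95 in IqN cells (limma adjusted p = 0.0209). This call was lost without EpiSC replicate 2 (0.0887), IqN replicate 1 (0.112) or IqN replicate 2 (0.0863).

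Of 18 primed epiblast genes, 8 were lower and 3 higher in IqN cells than in EpiSCs (8 and 4 when adjusted over the list alone), with a median log2 difference of -0.44 (camera adjusted p = 0.031, and adjusted p = 0.285 with an estimated correlation). The list was not called without EpiSC replicate 2 (0.0857) or IqN replicate 1 (0.0671). In ESCs 10 were lower and 4 higher (11 and 4 when adjusted over the list alone), with a median of -1.07 (camera adjusted p = 0.00122, and adjusted p = 0.208 with an estimated correlation). Fgf5, a growth factor gene of the postimplantation epiblast, fell by 4.79 in IqN cells (standard error 0.35, limma adjusted p = 1.39e-05) and by 5.00 in ESCs (standard error 0.35, limma adjusted p = 1.38e-05). The kinase gene Pim2 fell by 4.90 in IqN cells (limma adjusted p = 5.91e-06) and the N-cadherin gene Cdh2 fell by 4.36 (limma adjusted p = 6.41e-06). The members that rose in IqN cells, named after their values were seen, were Tcf15 by 2.91, Lef1 by 2.57 and Dnmt3b by 0.95. Of these, Dnmt3b lost its call without either ESC array (0.0646), EpiSC replicate 1 (0.174), IqN replicate 1 (0.152) or IqN replicate 2 (0.159). In ESCs Tcf15, Lef1, Dnmt3b and Dnmt3a rose, the last of which is, like Dnmt3b, a DNA methyltransferase gene. Of 7 differentiation genes that the paper names, 3 were lower and 1 higher in IqN cells (3 and 2 when adjusted over the list alone, camera adjusted p = 0.203). In ESCs 4 were lower and 1 higher (4 and 1 over the list alone, camera adjusted p = 0.0193, and adjusted p = 0.323 with an estimated correlation). Eomes, a T-box gene of the primitive streak, fell by 4.01 in IqN cells (standard error 0.36, limma adjusted p = 4.85e-05) and by 3.85 in ESCs (standard error 0.36, limma adjusted p = 7.52e-05). Foxa2 (-0.21, limma adjusted p = 0.642) and Cdx2 (0.22, limma adjusted p = 0.694) lay below the negative controls in all 3 groups. Of 18 primitive streak and mesendoderm genes, 4 were lower in IqN cells (4 when adjusted over the list alone, camera adjusted p = 0.0642) and 3 in ESCs (4 over the list alone, camera adjusted p = 0.0718). None was higher.

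**Figure D2:**
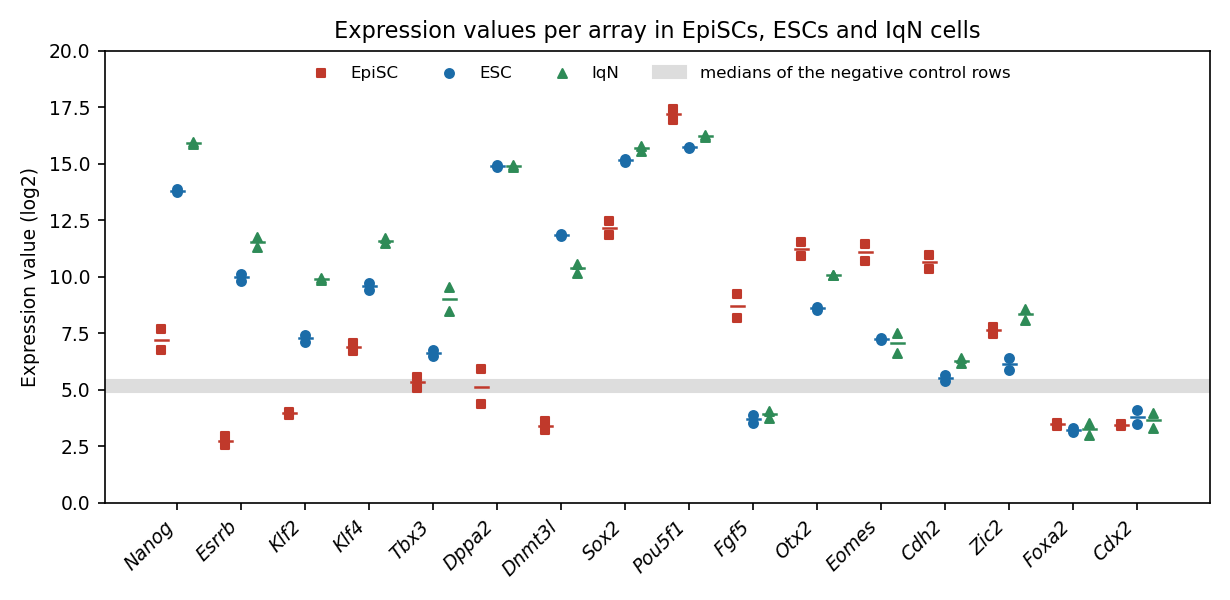
Expression values (log2) of genes that the paper names or that belong to the naïve and primed lists written for the re-analysis. Each array has 1 symbol, with a bar at each group mean and a grey band over the medians of the negative controls. Nanog, Esrrb and Klf2 are highest in IqN cells, while Fgf5, Eomes and Cdh2 are highest in EpiSCs. Zic2 is also highest in IqN cells, and Otx2 in IqN cells lies between its ESC and EpiSC levels.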

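Between IqN cells and ESCs, genes of the naïve and 2-cell-like programmes were higher in IqN cells for most members. The lists of Fgf-Erk targets, germline genes and fibroblast markers were called lower by camera, with 7 of 18, 8 of 19 and 7 of 21 members lower. None of these 5 lists was called with an estimated correlation. That estimate lay below the preset correlation of 0.01 for the naïve (-0.045), 2-cell-like (-0.0504) and germline (-0.0072) lists. It lay above for Fgf-Erk targets (0.0747) and fibroblast markers (0.0553). Correlated members therefore do not account for the lost calls of the naïve, 2-cell-like and germline lists. The ESCs were not the parental cells of the IqN cells. The 3 Y-linked genes lay at 5.90 or more in both ESC arrays and at 2.91 or less in every EpiSC and IqN array. Differences between IqN cells and ESCs therefore cannot be separated from differences between the lines. Of the 20 naïve genes 13 were higher and 1 lower in IqN cells (14 and 1 when adjusted over the list alone). Their median log2 difference was 1.52 (camera adjusted p = 8.06e-12, and adjusted p = 0.0721 with an estimated correlation). Klf2 rose by 2.64 (standard error 0.23, limma adjusted p = 4.06e-04), Klf4 by 2.03 (limma adjusted p = 0.00195) and Zfp42, the Rex1 gene, by 3.05 (limma adjusted p = 3.43e-04). The homeobox gene Gbx2 fell by 2.47 (limma adjusted p = 5.83e-04). Nanog was 2.11 higher (standard error 0.30, limma adjusted p = 0.00447). This call was lost without IqN replicate 1 (0.0531) or IqN replicate 2 (0.0549). Of the 8 naïve genes of the paper's text 5 were higher and 1 lower (5 and 2 over the list alone, median 1.79, camera adjusted p = 0.00324, and adjusted p = 0.157 with an estimated correlation). Of 11 genes of the 2-cell-like state, a rare state of ESC cultures with transcripts of the 2-cell embryo, 7 were higher and none lower (7 when adjusted over the list alone). Their median was 2.03 (camera adjusted p = 1.51e-09, and adjusted p = 0.0721 with an estimated correlation). Zscan4f measured 11.99 ± 0.02 (SD, n = 2) in IqN cells, 7.83 ± 0.53 (SD, n = 2) in ESCs and 3.50 ± 0.34 (SD, n = 2) in EpiSCs. Of the 11 genes, 5 are Zscan4 paralogs, whose probes may be shared, and the other 6 had a median log2 difference of 0.18. No Fgf-Erk target was higher (8 lower and 2 higher when adjusted over the list alone). The median was -0.66 (camera adjusted p = 8.1e-05, and adjusted p = 0.159 with an estimated correlation). The feedback phosphatase gene Dusp6 fell by 3.65 (standard error 0.24, limma adjusted p = 1.35e-04), the feedback inhibitor gene Spry4 fell by 3.43 (limma adjusted p = 1.55e-04) and Myc fell by 4.15 (limma adjusted p = 5.53e-04). The immediate early gene Egr1, named after its values were seen, had a difference of 4.81 (limma adjusted p = 0.0909). No germline gene was higher (10 lower and 1 higher when adjusted over the list alone). Here the median was -0.89 (camera adjusted p = 1.74e-06, and adjusted p = 0.0829 with an estimated correlation). The RNA helicase gene Ddx4 fell by 2.29 (limma adjusted p = 0.00253). Of the fibroblast markers, the genes of feeder cells, none was higher (10 lower when adjusted over the list alone). For these the median was -0.59 (camera adjusted p = 6.01e-09, and adjusted p = 0.108 with an estimated correlation). Of the 21 members, 13 lay below the highest negative control median in both ESCs and IqN cells. Most of the list is thus at background level, and the size of its median is poorly determined. The proteoglycan gene Bgn measured 10.45 ± 0.01 (SD, n = 2) in ESCs, 5.78 ± 0.46 (SD, n = 2) in EpiSCs and 3.88 ± 0.09 (SD, n = 2) in IqN cells. The smooth muscle actin gene Acta2 fell by 6.37 from ESCs to IqN cells and was highest in EpiSCs, which grew without feeders. Lists that did not pass were core pluripotency genes (2 higher and 2 lower, 2 and 2 over the list alone, camera adjusted p = 0.748) and primed epiblast genes (4 and 2, 5 and 5 over the list alone, camera adjusted p = 0.588). Neither did the paper's differentiation genes (2 and 0, 2 and 1 over the list alone, camera adjusted p = 0.335) or the primitive streak genes (0 and 0, also over the list alone, camera adjusted p = 0.697). The 2 differentiation genes called higher were Zic2 and Otx2. Zic2 measured 8.33 in IqN cells, 6.13 in ESCs and 7.62 in EpiSCs, and Otx2 measured 10.08, 8.60 and 11.22. The Otx2 call was lost when any ESC or IqN array was left out.

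**Figure D3:**
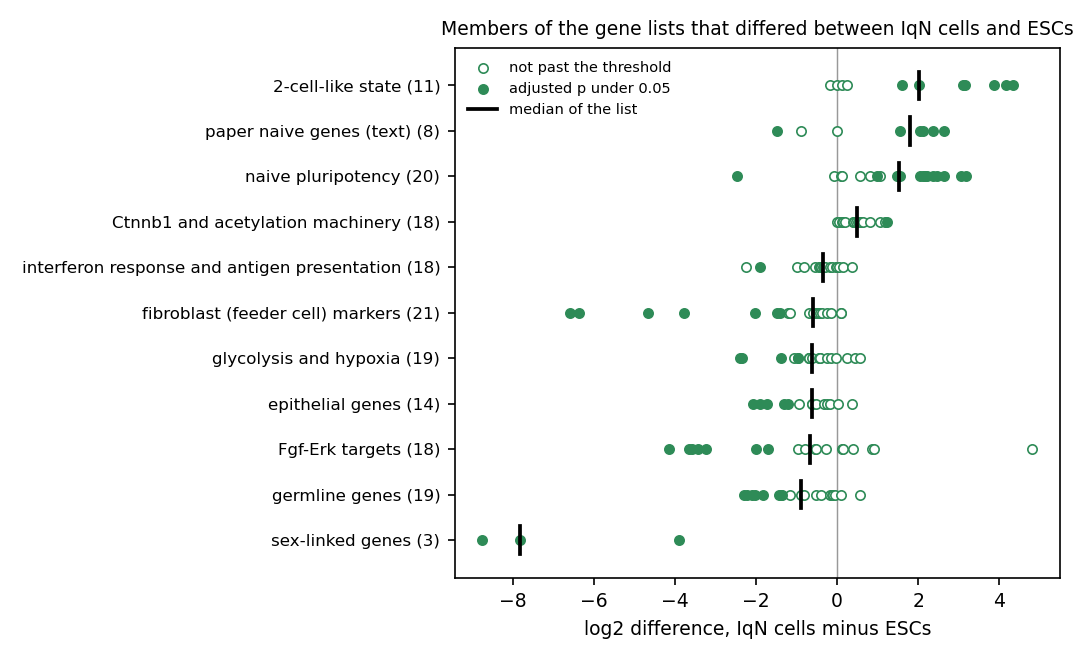
Log2 differences between IqN cells and ESCs for each member of the gene lists past the camera threshold, with the number of measured members in brackets, where filled points have a limma adjusted p under 0.05 and bars mark medians. The medians run from 2.03 for the 2-cell-like state to -7.81 for the sex-linked genes.

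By limma, 4289 genes differed between IqN cells and EpiSCs (2223 higher and 2066 lower in IqN cells), 3900 between ESCs and EpiSCs (1866 higher and 2034 lower in ESCs) and 1218 between IqN cells and ESCs (713 higher and 505 lower in IqN cells). At least 2-fold, the counts were 3493, 3232 and 1131. The metalloprotease gene Mep1b and the interferon-induced membrane protein gene Ifitm1 were among the largest rises from ESCs to IqN cells, by 4.67 (limma adjusted p = 2.36e-05) and 4.26 (limma adjusted p = 4.71e-05). The cytokine gene Csf1 fell by 7.11 (limma adjusted p = 1.97e-04). The count between IqN cells and ESCs changed with the array left out: it was 353 without ESC replicate 1, 422 without ESC replicate 2, 381 without IqN replicate 1, 295 without IqN replicate 2 and 1854 without either EpiSC array. It was 0 by the methods' analysis of variance after Benjamini-Hochberg adjustment, where 3016 genes passed unadjusted, 481 over every feature of the value table and 1890 with array weights in limma. The counts against EpiSCs were 2326 and 2384 for ESCs without ESC replicate 1 or 2, and 2807 and 2655 for IqN cells without IqN replicate 1 or 2. From the microarray profiles shown in Fig. 4F, the paper concludes that the expression profile of the IQ1-treated cells was highly similar to that of ESCs, and it names them IQ1-induced naïve-state pluripotent stem cells.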

To maintain clarity in cell-type nomenclature, we refer to these IQ1-treated EpiSCs as IQ1-induced naïve-state pluripotent stem cells (IqNs). To determine whether IqNs possess properties as naïve-state pluripotent stem cells, they were injected into mouse blastocysts after expansion in LIF-supplemented conventional ESC medium without further IQ1 treatment. Consistent with previous reports, control EpiSCs were not observed to integrate into the inner cell mass (ICM) of blastocysts (Fig. S7). In contrast, IqN cells integrated into the ICM of the host embryo and made significant contributions to the resulting chimeric mice (Fig. 4G).

## Discussion

The activity of Ctnnb1 is regulated by multiple posttranslational modifications (PTMs), including phosphorylation, methylation, ubiquitination, and acetylation (28–32). Among these, acetylation of lysine residues by acetyltransferases is thought to be important in modulating Ctnnb1 function (29, 32–35). In this study, we demonstrated that the acetylation status of K49 on Ctnnb1 regulates gene expression through its interaction with Nanog.

In the naïve state, Nanog represses the expression of early lineage–commitment genes, such as *T*, *Cdx2*, *Foxa2*, and *Fgf5*, through Nanog and Oct4-associated deacetylase (NODE) complex with HDACs (36). Additionally, the interaction between Nanog and the Sin3A–HDAC2 complex has been reported to play a critical role in the initiation of reprogramming and the establishment of the naïve pluripotency (37). We observed that K49 of Ctnnb1 was deacetylated in EpiSCs, during which Ctnnb1 bound to Nanog and interfered in its function. IP and BRET analysis using K49 deacetylated mimic Ctnnb1^K49R^ and K49 acetylated mimic Ctnnb1^K49Q^ revealed that K49 acetylation does not affect interaction between Ctnnb1 and Tcf3, which is a well-known partner in the Wnt-Ctnnb1 canonical pathway, but has a critical impact on its interaction with Nanog. In ESCs expressing Ctnnb1^K49R^, early differentiation–associated genes were up-regulated, and the interaction between Nanog and HDAC2 was reduced. These results indicate that deacetylation of Ctnnb1^K49^ impairs the ability of Nanog as a transcriptional repressor. Conversely, the expression of Ctnnb1^K49Q^ induced naïve-like characteristics even in the absence of exogenous supplementation in EpiSCs. These findings are notable because, although Nanog is expressed in EpiSCs, its level is lower than in naïve pluripotent stem cells (38, 39), and its activity appears to be suppressed, as indicated by the expression of differentiation genes. In our study, Nanog was detectable by WB but remained below the detection threshold of the BAC-based Nanog-GFP reporter. The introduction of Ctnnb1^K49ac^ appears to restore Nanog activity, leading to the suppression of early differentiation genes, some of which also act as repressors of Nanog expression. This likely establishes a positive feedback loop that progressively enhances Nanog expression, ultimately leading to the activation of the Nanog-GFP reporter. These results may help explain why Nanog expression remains repressed in the primed state.

As a mechanism regulating Ctnnb1^K49ac^ in pluripotent stem cells, we demonstrated that the preferential interaction between Crebbp and Ctnnb1 plays a critical role in inducing K49 acetylation and subsequently stabilizing the naïve pluripotent state. To date, it has been demonstrated that K49 is the sole lysine in Ctnnb1 acetylated by the histone acetyltransferase Crebbp (34). Although the deletion of either Crebbp or its paralogue Ep300, which shares overlapping functions with Crebbp, does not affect pluripotency or proliferation in ESCs (40), Ep300-null ESCs display marked defects in differentiation (41, 42), suggesting distinct roles for these two molecules during early development. In line with this, we observed increased Ep300 expression and enhanced interaction with Ep300-Ctnnb1 and elevated phosphorylation at S89 (25) in EpiSCs. These findings suggest that in the primed state, Ctnnb1 preferentially interacts with Ep300 rather than Crebbp.

To promote the interaction between Crebbp and Ctnnb1 in EpiSCs, we employed the small molecule IQ1. Mechanistically, IQ1 acts through the inhibition of the PR72/130 regulatory subunit of protein phosphatase 2A (PP2A), thereby regulating the phosphorylation of Ep300 at S89. This phosphorylation event is essential for the Ep300–Ctnnb1 interaction, and its modulation by IQ1 provides a mechanistic basis for redirecting Ctnnb1 toward Crebbp (24, 26, 43, 44). Actually, Rieger et al. (26) have demonstrated that the addition of IQ1 significantly reduces Ep300 S89 phosphorylation in primary alveolar epithelial cells. Consistent with these results, the inhibition of Ep300 by IQ1 promoted K49 acetylation (Fig. S8) as well as a decreased expression of early differentiation genes by the induction of preferential binding between Crebbp and Ctnnb1. Importantly, in Ctnnb1^null^ EpiSCs rescued with a Ctnnb1^K49R^, IQ1 treatment had only a limited effect on suppressing differentiation-associated gene expression, and Nanog-GFP-positive cells did not emerge during our observation period (Fig. S9). These results suggest that a modification of the K49 residue of Ctnnb1 is required to determine the effect of IQ1 on the regulation of pluripotency. Furthermore, these findings also suggest that the interaction partner of Ctnnb1, either Ep300 or Crebbp, acts as a regulatory switch that dictates the maintenance of naïve pluripotency to the initiation of differentiation. These notions may help explain the mechanism underlying the differentiation defects previously observed upon Ep300 deletion (45).

We report that a key effect of IQ1 is likely an induction of Ctnnb1^K49ac^, and that IQ1 treatment alone is sufficient to maintain naïve pluripotency. To date, Miyabayashi et al. (24) already demonstrated that supplementation with IQ1 and Wnt3A allows LIF-independent proliferation of ESCs. While they showed that supplementation with IQ1 alone caused a reduction in ESC proliferation, we observed that naïve characteristics were maintained even under more strict conditions, using N2B27 medium supplemented with only IQ1 (Fig. S5). Additionally, although we cannot exclude the possibility that feeder cells may have functionally compensated for Wnt3A, our findings demonstrate that IQ1 alone is sufficient to establish ESCs. The ESC line established under these conditions, referred to as IqESCs in this study, exhibited global transcriptional profiles that were broadly similar to those of conventional ESCs derived using LIF. Notably, the differentially expressed genes between them did not include naïve-state pluripotency-associated genes (Table S1). These findings suggest that the inhibition of Ep300 and the resulting increase in Ctnnb1^K49ac^ are sufficient to support naïve pluripotency, at least in mice. To further validate this hypothesis, we investigated whether K49 acetylation is sufficient to restore the transcription factor network essential for naïve pluripotency in EpiSCs using IQ1. Unlike ESCs, Nanog-GFP-positive cells derived from EpiSCs proliferated very slowly and required the addition of LIF for stable logarithmic growth. This observation further supports the notion that the functions of Ctnnb1^K49ac^ operate independently of LIF-Stat3 signaling. The naïve-state cells derived from EpiSCs using IQ1 and maintained in LIF supplemented condition, with the cell line being referred to as IqN cells in this study, contributed to tissue and organ formation in chimeric mice. These findings demonstrate that IQ1 supplementation is sufficient to establish naïve pluripotency via a mechanism distinct from previously reported methods for converting primed-state stem cells to the naïve state in mice.

Our findings underscore the significance of Ctnnb1 and highlight the pivotal role of Nanog in establishing naïve-state pluripotency. A previous study has demonstrated that the overexpression of Nanog can drive the conversion of EpiSCs to the naïve state (46). Under such condition, the supraphysiological levels of Nanog might disrupt the quantitative binding equilibrium with Ctnnb1, thereby relieving the inhibitory effect imposed by Ctnnb1 binding in EpiSCs, and enabling Nanog to restore its intrinsic function. Conversely, the up-regulation of early differentiation genes such as *Fgf5* and *Otx2*, resulting from the down-regulation of pluripotency-associated transcription factors including Nanog, further suppress Nanog expression during early development (47, 48). Through this negative feedback between differentiation-associated genes and Nanog, a complete loss of Nanog expression and irreversible differentiation are ultimately established. By contrast, preserving the repressor function of Nanog inhibits the transcription of early differentiation–inducing genes that would otherwise suppress Nanog, thereby maintaining its expression. This shift can initiate a positive feedback loop that supports Nanog transcription, thereby promoting the robust establishment of the naïve state.

On the other hand, Nanog has also been reported to exert bidirectional regulatory effects on Ctnnb1. It interacts with Tcf to inhibit Ctnnb1-mediated transcription (49), while suppressing the expression of *Dkk1*, a negative regulator of the Wnt pathway, thereby indirectly activating Ctnnb1 (50). These findings suggest that Ctnnb1 and Nanog engage in intricate cross talk as key regulators of pluripotency, collaboratively orchestrating both the initiation of differentiation and the maintenance of self-renewal.

## Limitations of this study

This study has at least three limitations. The first is that the detailed molecular mechanisms underlying the positive feedback loop toward the naïve state, triggered by the inhibition of Ctnnb1–Nanog binding in primed stem cells, remain unclear. Because Nanog function is closely linked to important biological processes such as the initiation of differentiation and the regulation of plasticity, its activity is necessarily stringently regulated through interactions with multiple partners, including Ctnnb1, as well as by its own PTMs (51, 52). Our findings demonstrate that nonacetylated Ctnnb1 at K49 suppresses the transcriptional activity of Nanog, and that the induction of this acetylation may be sufficient to activate Nanog function. However, whether this manipulation involves in the binding potential of Nanog to DNA or altered interactions with essential cofactors remains unknown. This directly raises the question whether the control of Ctnnb1^K49ac^ can also induce Nanog expression from more differentiated cells than EpiSCs.

The second limitation is that, although reported cases are limited, Ctnnb1 acetylation has also been observed in other cell types (53, 54), suggesting that this modification may regulate not only Nanog but also the expression of other molecules. For example, K49 acetylation facilitates the nuclear translocation and transcriptional activity of Ctnnb1, leading to the increased expression of the survival-promoting genes Bcl2 and Survivin, which counteract apoptosis. Both are essential regulators of pluripotency with broad functional implications. These molecules may act synergistically to establish the naïve state, and further research is needed to fully elucidate the role of Ctnnb1 in naïve pluripotency.

The third limitation is that it remains unclear whether this phenomenon is reproducible in other species, particularly in humans. Establishing human naïve pluripotency requires more complex steps than in mice and involves a coordinated regulation of multiple signals, such as BRAF, MAPK, GSK3, and PKC, in addition to hLIF and Activin supplementation (55, 56). Ctnnb1 is a highly conserved protein across species, with its PTMs similarly preserved throughout evolution (57). This suggests that Ctnnb1 PTMs likely play a comparable and crucial role in human cells as well. Nonetheless, careful analysis is required to determine their precise impact.

In summary, we demonstrated that K49 acetylation of Ctnnb1 establishes naïve pluripotency by regulating Nanog. This modification can be induced solely by the small molecule IQ1, enabling LIF-independent maintenance of the naïve state and complete conversion from the primed to the naïve state. These findings suggest a molecular mechanism for novel stem-cell manipulations and highlight the versatility of Ctnnb1 and the significance of its physiological functions.

## Materials and methods

### Ethics statement

All procedures related to animal handling, care, surgery, and sacrifice were approved by the Institutional Animal Care and Use Committee of Kindai University as the approved research project number KAME2025-029/031 and performed in accordance with institutional guidelines and regulations. All methods were performed in accordance with ARRIVE guidelines.

### Cell culture

ESCs established from C57BL/6 mice were cultured on gelation-coated dishes or MMC-treated mouse embryonic fibroblast feeder cells in ESC medium, which consisted of Knockout DMEM with MEM nonessential amino acids, 0.1 mM β-mercaptoethanol, 200 mM L-glutamine, and 20% Knockout Serum Replacement (all purchased from Thermo Fisher Scientific, Waltham, MA, United States), supplemented with 1,000 units/mL ESGRO (Millipore, Billerica, MA, United States). EpiSCs established from E5.75 postimplantation embryos were cultured on Matrigel-coated dishes in xeno-free Nutristem XF culture medium (Sartorius, Göttingen, Germany). To passage EpiSCs, 10 µM ROCK inhibitor Y-27632 (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) was added to the medium for 24 h after enzymatic digestion to prevent cell death. IQ1 (Selleck Chemicals, Houston, TX, United States), a specific inhibitor of Ctnnb1/Ep300 interaction, was dissolved in DMSO and added to culture medium at a final concentration of 4 μg/mL.

### Plasmid construction and transfection

The pcDNA3-Ctnnb1^S33Y^ plasmid was provided by Addgene (#19286). The pPB-CAG-IRES-Hygromycin and the pPB-CAG-Nanog-IRES-Neomycin plasmids were gifts from Dr Hitoshi Niwa, Kumamoto University, Japan. An HA-tag was added to the N-terminus of Ctnnb1 S33Y, and MluI and NotI recognition sites were added to both ends by PCR. The HA-Ctnnb1 S33Y fragment was subcloned into the MluI/NotI site of the pPB-CAG-IRES-Hygromycin plasmid. For preparation of mutants mimicking the acetylated or nonacetylated forms of Ctnnb1, lysine 49 was replaced with alanine (nonacetylated) or with glutamine (acetylated) by inverse PCR using KOD FX Neo DNA polymerase (Toyobo Co., Ltd, Osaka, Japan). Plasmids were transfected into ESCs or EpiSCs using jetPRIME (Polyplus-transfection, Illkirch-Graffenstaden, France), following the manufacturer's instructions. At 48 h following transfection, cells were collected for quantitative reverse transcription PCR (qPCR) and WB analyses.

### In silico chromatin IP and enrichment

Chromatin immunoprecipitation (ChIP)-sequence analysis was performed with GEO datasets for ChIP-seq public databases for Pou5f1 (SRX214078), Nanog (SRX248286), Sox2 (SRX5023741), and Klf4 (SRX214078). Enrichment analysis was performed using ChIP-Atlas (DBCLS, Tokyo, Japan and Kyusyu University, Fukuoka, Japan) and Integrative Genomics Viewer v. 2.3.90 (Broad Institute, Cambridge, MA, United States).

### BRET assay

To evaluate protein–protein interactions between Ctnnb1 and Nanog, a NanoBRET assay was performed using the NanoBRET Protein:Protein Interaction System (Promega, Madison, WI, United States) in accordance with the manufacturer's instructions. Nanog and Ctnnb1 cDNA were fused with NanoLuc luciferase (donor) and HaloTag (acceptor), respectively, and cloned into the expression vectors. HEK293T cells were seeded into white 96-well plates (Corning Inc., Corning, NY, United States) at a density of 1 × 10^4^ cells per well. The following day, the cells were transfected with donor and acceptor plasmids using Lipofectamine 3000 (Thermo Fisher Scientific). After 24 h, the cells were incubated with HaloTag NanoBRET 618 ligand or DMSO (vehicle control) for 5 h at 37 °C in Opti-MEM medium (Thermo Fisher Scientific). The Nano-Glo substrate was then added, and BRET signals were measured using a TECAN SPARK microplate reader (Tecan Group Ltd, Männedorf, Switzerland) equipped with 460 nm (donor) and 610 nm (acceptor) emission filters.

BRET ratios were calculated as the emission at 610 nm divided by the emission at 460 nm, and background signals from donor-only transfected cells were subtracted. The milli-BRET ratio was calculated using the following formula: {(Acceptor_sample/Donor_sample)−(Acceptor_no tracer/Donor_no tracer)} × 1,000. The experiments were performed in triplicate, and data are presented as mean ± SD from three independent experiments.

### Statistical analysis

All statistical analyses were performed using JMP Pro 18 (SAS Institute, Inc., Cary, NC, United States). Quantitative data, including those from qPCR, flow cytometry, ELISA, and densitometric analysis of immunoblots, were obtained from three independent biological replicates unless otherwise specified. For comparisons among three or more groups, one-way analysis of variance followed by Tukey–Kramer's honestly significant difference post hoc test was performed. For comparisons between two independent groups, Student's t test was used. A *P*-value <0.05 was considered statistically significant.

## Supplementary Material

pgaf297_Supplementary_Data

## Data Availability

Array-based expression profiling data are available in the public database under the following repository name: Characterization of distinct states of mouse naive and primed pluripotency; DOI/accession number(s) GSE107889.

# Supplementary material for: Acetylation of lysine 49 on Ctnnb1 drives naïve pluripotency in murine stem cells by modulating Nanog function
**Source:** PNAS Nexus. 2025 Sep 12;4(10):pgaf297. doi: 10.1093/pnasnexus/pgaf297
**Supplement:** pgaf297_Supplementary_Data

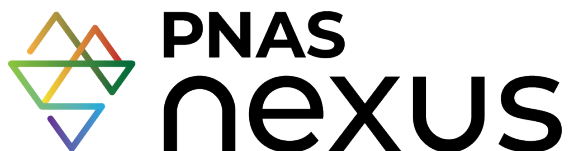

Supplementary Information for

Acetylation of lysine 49 on Cttnb1 drives naïve pluripotency in murine stem cells by modulating Nanog function

Toshiyuki Takehara¹, Mahito Nakanishi^{2,3}, Raku Son^{4,5,6}, Hirofumi Suemori⁷, Yasuhiro Murakawa^{4,5,8}, and Takeshi Teramura¹

This PDF file includes:

Supplementary text

Figures S1 to S10

Tables S1 to S3

Supplementary Information

Materials and Methods

Generation of Ctnnb1 knockout EpiSC line using the CRISPR/Cas9 system

To avoid side effects of the truncated RNA, we deleted the coding region of *β-catenin* using two guide RNAs: guide 1, GAGTAGCCATTGTCCACGCAG and guide 2, GCTGGTAAAGCATTTGTGTT. ESC line obtained from a male C57BL/6J mouse embryo was dissociated with TrypLE Express (Thermo Fisher Scientific), washed twice with Opti-MEM (Thermo Fisher Scientific), and re-suspended in 100 μ L of Opti-MEM containing 7.5 μ g of MLM3636 guide RNA expression plasmid and 5 μ g of Cas9 expression plasmid (MLM3636 plasmid: Addgene #43860, and pSpCas9(BB)-2A-Puro (PX459) V2.0: Addgene #62988). The mixture was placed in a transfection cuvette (0.2-cm gap; NEPA gene) and electroporated using a NEPA21 electroporator (NEPA Gene Co., Ltd., Chiba, Japan) with voltage, 150 V; pulse length, 5 ms; pulse interval, 50 ms; number of pulses: 2; decay rate, 10%; polarity, + for poring pulse condition; and voltage, 20 V; pulse length, 50 ms; pulse interval, 50 ms; number of pulses: 5; decay rate, 40%; polarity: +/- for transfer pulse condition. At 24 h after electroporation, 1 μ g/ μ L puromycin was added to the culture medium for 48 h. The transgenic ESCs were cloned and genotyped. For genotyping, the ESCs were digested by KAPA Express Extract (Nippon Genetics Co., Ltd., Tokyo, Japan), diluted in Tris-EDTA and analysed by PCR with KOD FX Neo DNA polymerase (Toyobo Co., Ltd., Osaka, Japan) and genotyping primers listed in Supplementary Table S2.

Immunoprecipitation (IP)

Undifferentiated ESCs, EpiSCs, and Ctnnb1 overexpressed cells were used to IP studies for detection of interaction between Ctnnb1 and pluripotency-associated transcription factors.

The nuclear fraction was extracted from cells with NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific), according to the manufacturer's instructions. To isolate CTNNB1 and its associating proteins, the extracts were incubated with anti-HA-tag mAb-magnetic beads (TANA2 clone; MBL Co., Ltd., Nagoya, Japan) or anti- β -catenin pre-treated with Dynabeads (Thermo Fisher Scientific) in 0.02% Tween in TBS buffer at 4°C overnight. Then, the protein complex was magnetically purified, washed three times with 0.02% Tween in TBS buffer, and eluted in SDS buffer for immune blot analysis. The antibodies are listed in Supplementary Table S3.

Immunofluorescence and Alkaline phosphatase assay

To immunofluorescence staining, samples were fixed in 4% formaldehyde solution (Wako) for 30 min, permeabilised in 0.2% Triton-X PBS for 10 min, and treated with 10% Block Ace (Dainippon Sumitomo Pharma Co., Ltd., Osaka, Japan) for 1 h. Then, the specimens were washed twice with 10% Block Ace-PBS and incubated with primary antibody diluted in 10% Block Ace-PBS overnight at 4°C. The samples were washed twice with PBS (–) and reacted with secondary antibody diluted in 10% Block Ace-PBS for 1 h. Prior to fluorescence observation, the samples were counter-stained with DAPI (Vector Laboratories). Images were acquired using a confocal laser microscope equipped with an oil-immersion objective lens (FV-3000; Olympus, Tokyo, Japan). Antibodies and dilution conditions are described in Supplementary Table S3.

Samples were fixed in 4% formaldehyde solution at room temperature for 15 min. Then, the samples were washed three times with 100 mM Tris-HCl (pH 8.2) and treated with alkaline phosphatase substrate (Muto Pure Chemicals Co., Ltd., Tokyo, Japan).

Western blot analysis

Samples were homogenized in SDS buffer (4% SDS, 125 mM Tris–glycine, 10% β -mercaptoethanol, 2% bromophenol blue in 30% glycerol) and centrifuged at 10,000 rcf at 4°C for 10 min to remove debris. Aliquots were subjected to sodium dodecyl sulphate–polyacrylamide gel electrophoresis followed by electrotransfer onto a PVDF membrane (Hybond-P; Cytiva, Tokyo, Japan). The blotted membranes were blocked for 1 hr with Block Ace (Dainippon Sumitomo Pharma, Osaka, Japan) or for 10 min with 0.1% PVA-TBS and then probed with primary antibody overnight at 4°C. Detection was conducted with horseradish peroxidase (HRP)-conjugated secondary antibodies (all antibodies were purchased from CST) and either the ECL prime Western blotting detection system (Cytiva) or Immunostar® LD (Wako). The immunolabelled membranes were analysed using a CCD-based chemiluminescence analyser (Amersham™ Imager 680; Cytiva). Antibodies and dilution conditions are presented in Supplementary Table S3. Anti-Ctnnb1K49ac antibodies from three manufacturers were evaluated, and the one (BT-AP01077, BT Lab Shanghai Korain Biotech, Shanghai, China) with the lowest background and fewest nonspecific bands was selected (Figure S10).

ELISA

The sample was lysed in RIPA buffer at a concentration of 1×10^6 cells per 100 μ L, followed by homogenization using a BioRaptor II (Sonicbio Co., Ltd., Tokyo, Japan) (30 sec on, 30 sec off) for 15 cycles. The lysate was centrifuged at 15,000 rpm for 5 min at 4°C to remove cellular debris. Protein concentration was quantified using a Qubit fluorometer. For ELISA analysis, 1 μ g of the sample was used. A total of 100 μ L of the sample, diluted to a concentration of 10 μ g/mL in 5 $\times$ ELISA Coating Buffer (BioLegend, San Diego, CA, USA) was added to the ELISA plate (Sumitomo Bakelite Co., Ltd., Tokyo, Japan) and incubated at 37°C for 1 hour to allow solidification. Wells were then blocked with 50% Block Ace/TBS

for 1 hour at room temperature (RT). Subsequently, the primary antibody diluted in 50% Block Ace/TBS was incubated for 1 hour at 37°C. After washing with 0.2% Tween/TBS, HRP-conjugated secondary antibody was added and incubated for 1 hour at 37°C. Following washing, the reaction was developed for 15 min at RT using the ELISA POD Substrate TMB Solution (Hyper) kit (Nakalai Tesque, Tokyo, Japan). Optical density (OD) at 450 nm was measured using the Multiskan G microplate reader (Thermo Fisher Scientific).

***In Silico* Protein–Protein Interaction Analysis Using HADDOCK**

To evaluate the structural interaction between Ctnnb1 and Nanog, an *in silico* protein–protein interaction simulation was performed using HADDOCK (High Ambiguity Driven biomolecular DOCKing). The predicted protein structures of Ctnnb1 (AF-Q02248-F1) and Nanog (AF-Q80Z64-F1) were obtained from the AlphaFold Protein Structure Database. For the K49 acetylated model of Ctnnb1, lysine at position 49 (K49) was substituted with acetylated lysine to enable compatibility with HADDOCK. The active residues for docking were defined as follows: on the Ctnnb1 side, residues 40–55 surrounding the K49 acetylation site were specified as active, and the armadillo repeat region that is known to be involved in protein interactions was also included as an active interface. On the Nanog, a broad range of surface residues were defined as passive residues to allow unbiased interaction modelling. Results were evaluated based on the HADDOCK score, electrostatic interaction energy, and buried surface area (BSA) for each predicted cluster. The model with the highest HADDOCK score was selected for analysis, and its interaction with Nanog was compared to that of the deacetylated form.

Quantitative RT-PCR

Total RNA was isolated using TRI Reagent® (Molecular Research Center, Inc., Cincinnati, OH, USA) and a PrimeScript® RT Master Mix Kit (TAKARA Bio Inc., Shiga, Japan). RNA was reverse transcribed into cDNA using Perfect real-time SYBR green II (Takara Bio Inc). PCRs were conducted in a Thermal Cycler Dice® Real Time System Single at 95°C for 20 s followed by 40 cycles of 95°C for 5 s and 60°C for 30 s. To quantify the relative expression of each gene, the Ct (threshold cycle) values were normalized to those of *Gapdh* ($\Delta Ct = Ct_{\text{target}} - Ct_{\text{GAPDH}}$) and compared with a calibrator using the $\Delta\Delta Ct$ method ($\Delta\Delta Ct = \Delta Ct_{\text{sample}} - \Delta Ct_{\text{control}}$). The primer sequences are listed in Supplementary Table S2.

Microarray analysis

RNA probes were prepared and hybridized to an Affymetrix Clariom S microarray for mouse (Thermo Fisher Scientific), following the manufacturer's instructions. The data were analysed by hierarchical clustering with Transcriptome Analysis Console 4.0. (Thermo Fisher Scientific). Statistical significance was evaluated using one-way analysis of variance (ANOVA).

Chimera mouse formation assay

To determine whether IqN contribute to chimera formation as ESCs do, we injected IqN to mouse blastocyst stage embryos. Female ICR mice (8 to 15 weeks old) were super-ovulated by intra-peritoneal injection of 5 IU of pregnant mare serum gonadotropin (1,000 U; Nippon Zenyaku Kogyo) followed 48 h later by 5 IU of chorionic gonadotropin (1,500 U; Nippon Zenyaku Kogyo). The mice were then paired with male ICR mice of proven fertility. Pregnancy was confirmed by the presence of a copulation plug. Two-cell-stage embryos were flushed from the oviduct after 24 h of copulation plug confirmation using M2 medium (Millipore) with 3 mg/mL of bovine serum albumin (Millipore). The collected embryos were cultured in micro-drops of mKSOM (Millipore) covered with mineral oil (Thermo Fisher

Scientific) at 37°C in 5% CO₂ in air. The reconstituted blastocysts were implanted into 2.5-day-pseudopregnant ICR females. Chimeric mouse formation was determined based on the coat colour of the pups.

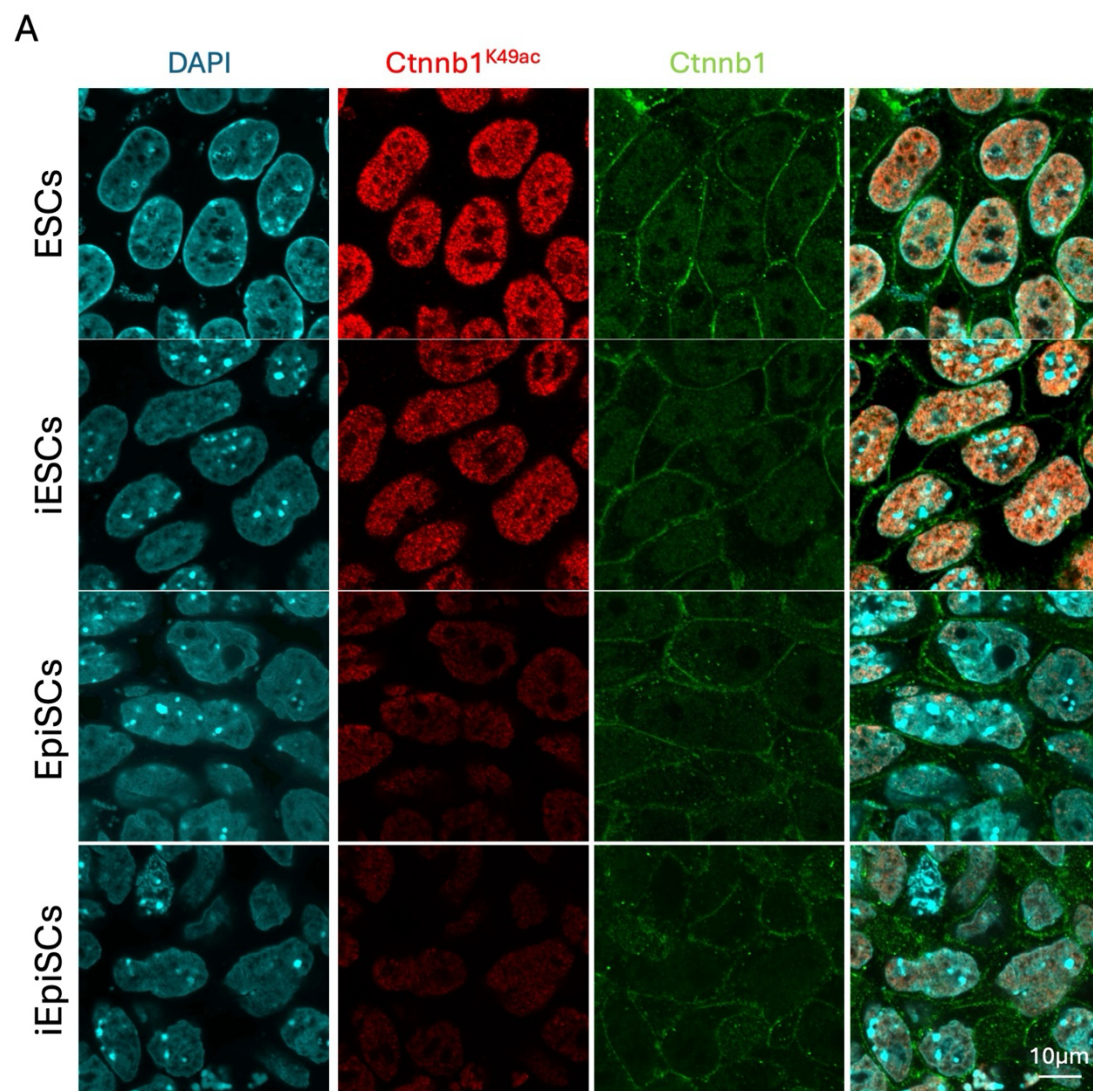

Figure S1. Immunofluorescence of Ctnnb1^{K49ac} in ESCs and EpiSCs. Original, unmerged channel images corresponding to those shown in Figure 1B are provided.

A

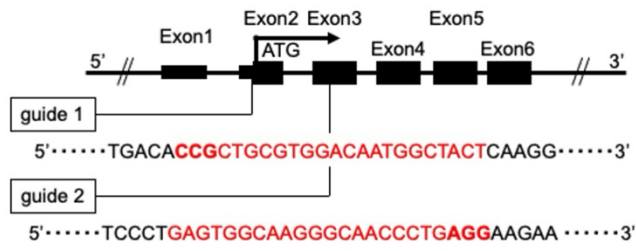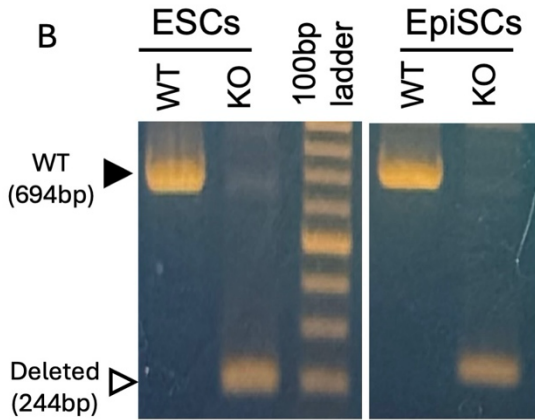

C

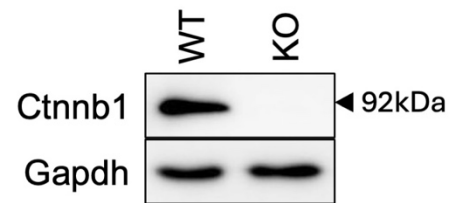

Figure S2. Generation of CRISPR-Cas9-mediated *Ctnnb1* knockout ESCs and EpiSCs. (A) gene structure of *Ctnnb1* and the guideRNAs recognition sites. (B) genomic PCR showing deletion of *Ctnnb1* in the ESCs and EpiSCs. (C) WB analysis to confirm the complete absence of *Ctnnb1* in the knockout cells. Data from *Ctnnb1*^{null} EpiSCs are presented as representative results.

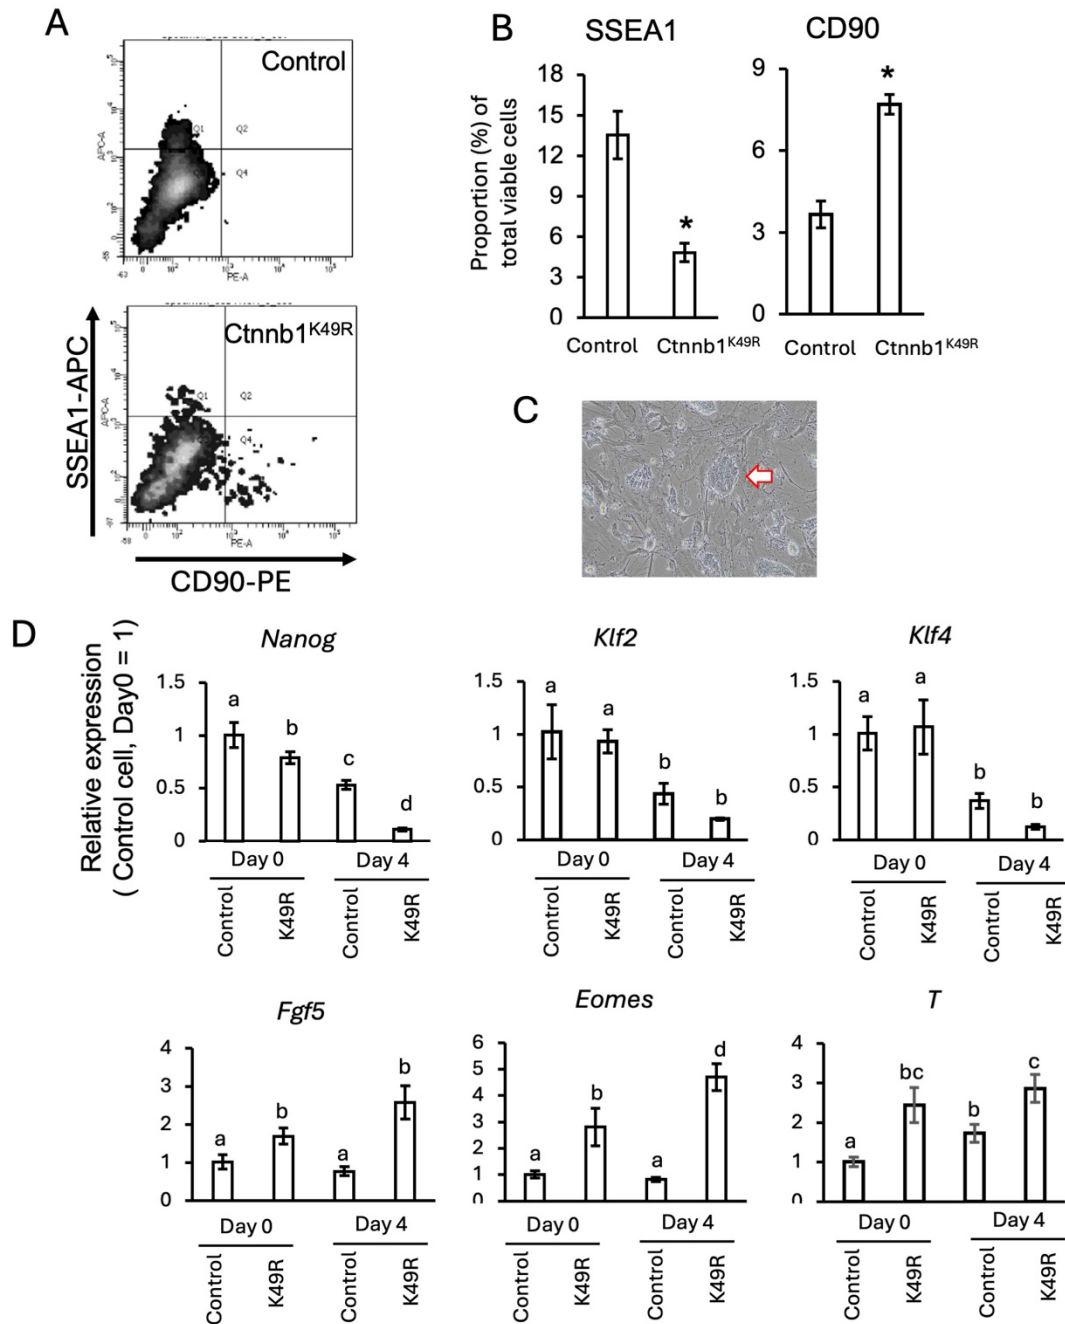

Figure S3. Induction of early differentiation in Ctnnb1^{null} ESCs complemented with Ctnnb1^{K49R} by LIF withdrawal and Fgf2 supplementation. Ctnnb1^{null} ESCs expressing the stabilized Ctnnb1 mutant (Ctnnb1^{S33Y}), that is a parent mutant of Ctnnb1^{K49R}, was used as a control. (A) Flow cytometry analysis of SSEA1 and CD90 expression on day 4 of culture. Naïve cells were identified as SSEA1⁺/CD90⁻, whereas primed cells were characterized as SSEA1⁻/CD90⁺. (B) Quantification of SSEA1⁺ and CD90⁺ populations on day 4 under LIF-deprived and Fgf2-supplemented conditions. Bars indicate mean $\pm$ SD of $n = 3$ biological replicates. Asterisks denote statistically significant differences between groups ($P < 0.05$). (C) Representative image of EpiSC-like colonies observed on day 4 (arrow). (D) Gene expression changes in control and Ctnnb1^{K49R}-expressing cells. In Ctnnb1^{K49R}-expressing cells, naïve-state markers were markedly downregulated, while the expression of differentiation-associated genes was enhanced.

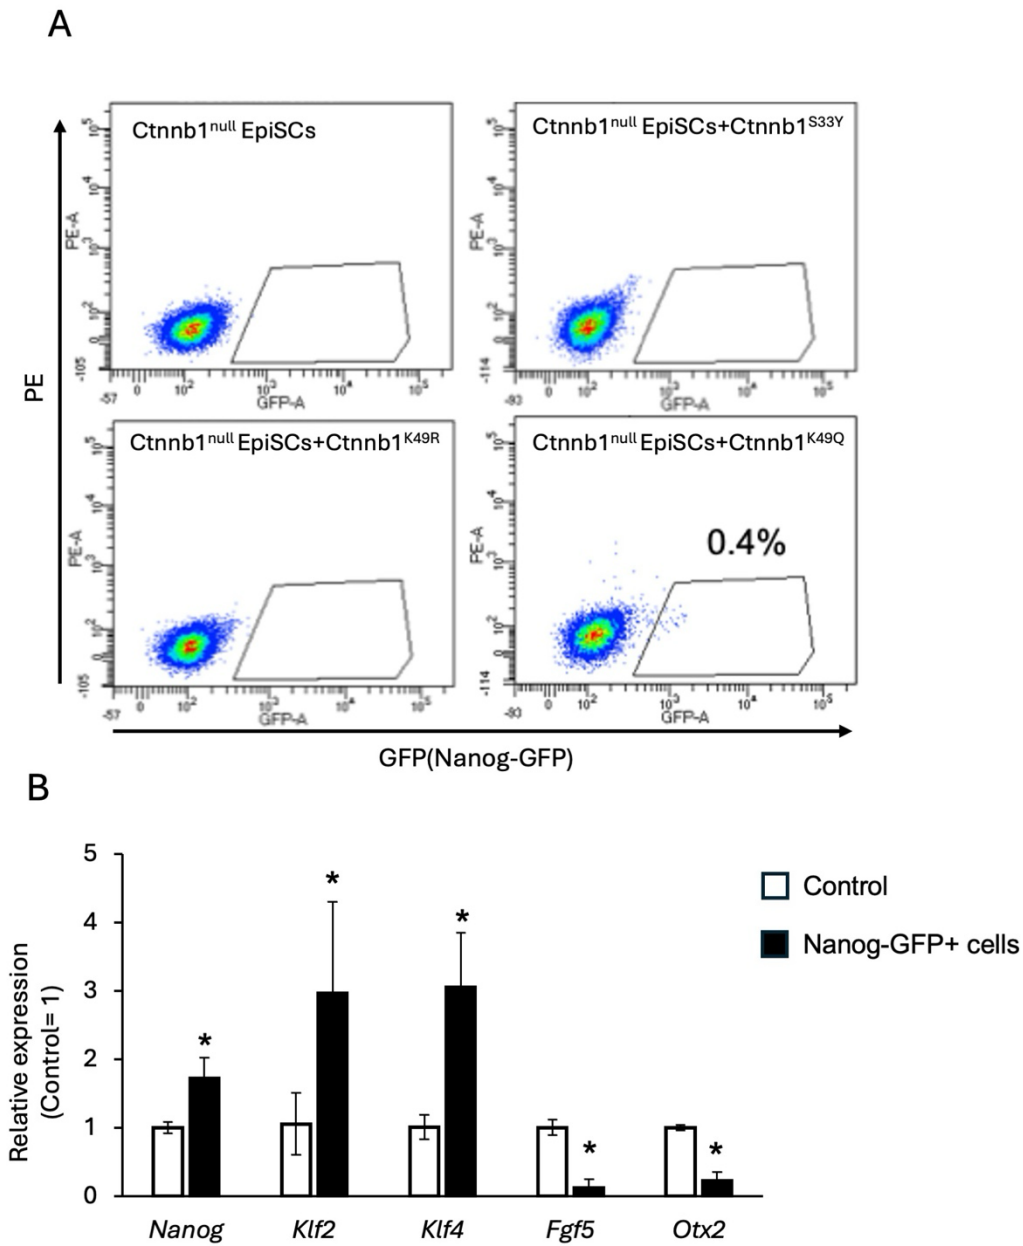

Figure S4. Introduction of plasmids coding stabilized (Ctnnb1^{S33Y}), non-acetylated (Ctnnb1^{K49R}), acetylated (Ctnnb1^{K49Q}) mutants into the Ctnnb1^{null} EpiSCs and monitoring of naïve state transition using Nanog-GFP. (A) Flow cytometry analysis to detect Nanog-GFP expression in Ctnnb1^{null} EpiSCs following the introduction of each Ctnnb1 mutant. (B) qRT-PCR analysis of naïve and early differentiation/primed marker gene expression in Nanog-GFP+ cells that was emerged in the Fgf2-deprived culture condition. For the control group, an equal number of GFP-negative cells was sorted from the same population using FACS. Bars represent the mean $\pm$ SD of three biological replicates ($n = 3$). Asterisks indicate statistically significant differences between groups ($P < 0.05$).

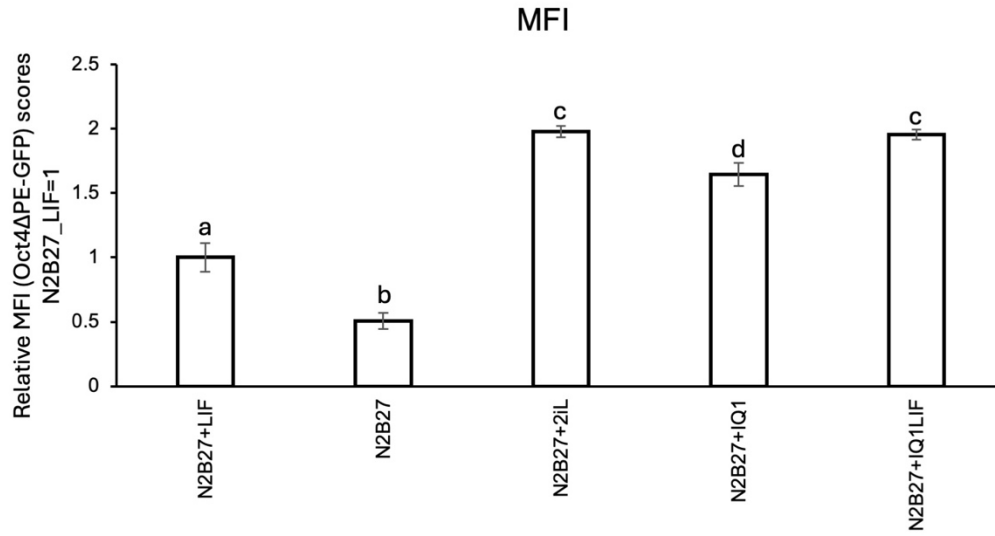

Figure S5. Comparison of expression intensity of Oct4ΔPE-GFP, a marker of naïve pluripotency, in mouse ESCs cultured with LIF or IQ1. In order to eliminate other disturbing factors, the ESCs were cultured on a gelatin-coated surface in N2B27 medium. The 2iL (PD0325901, CHIR99021, and LIF) is described as a control that shows a complete naïve pluripotency. Bars represent the mean $\pm$ SD of three biological replicates. Different letters above the bars indicate statistically significant differences ($P < 0.05$).

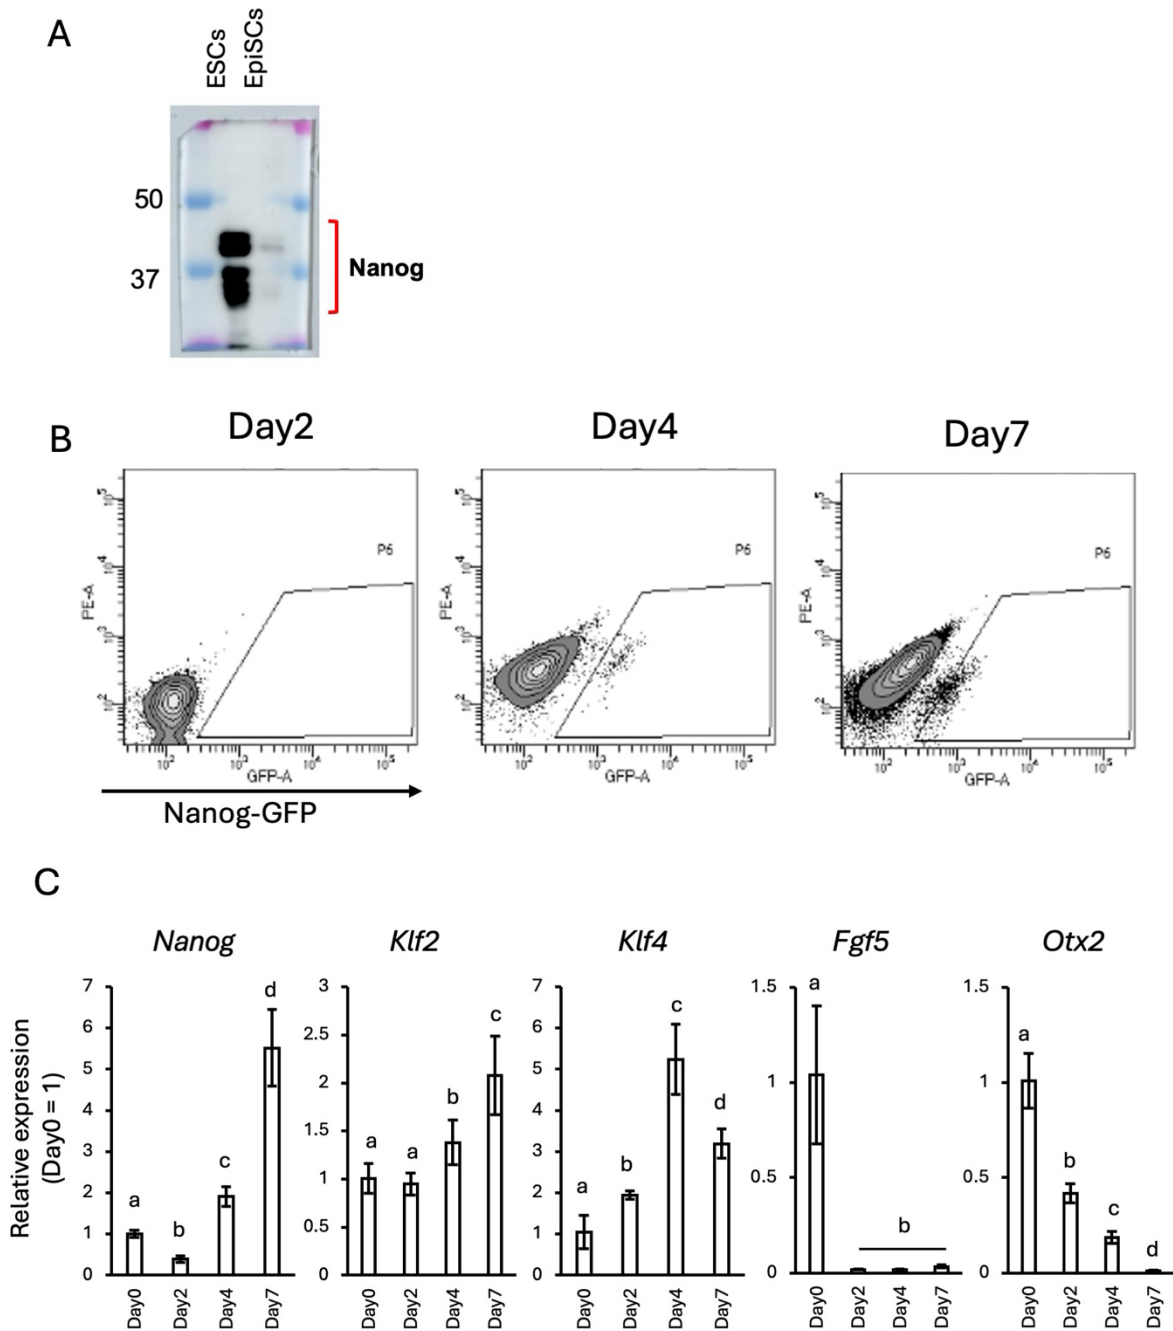

Figure S6. Nanog expression levels in EpiSCs and changes in Nanog-GFP-positive cell populations and gene expression by continuous IQ1 treatment. This figure provides supporting data for Main Figure 4C and 4D. A, Nanog expression in EpiSCs is lower than in ESCs. B, The proportion of Nanog-GFP-positive cells increases progressively over time in EpiSCs cultured with IQ1. C, Gene expression analysis of EpiSCs cultured in IQ1-supplemented medium. Naïve markers were upregulated, while differentiation- and primed-state markers were suppressed. Bars represent mean $\pm$ SD. Different lowercase letters indicate statistically significant differences between groups ($P < 0.05$).

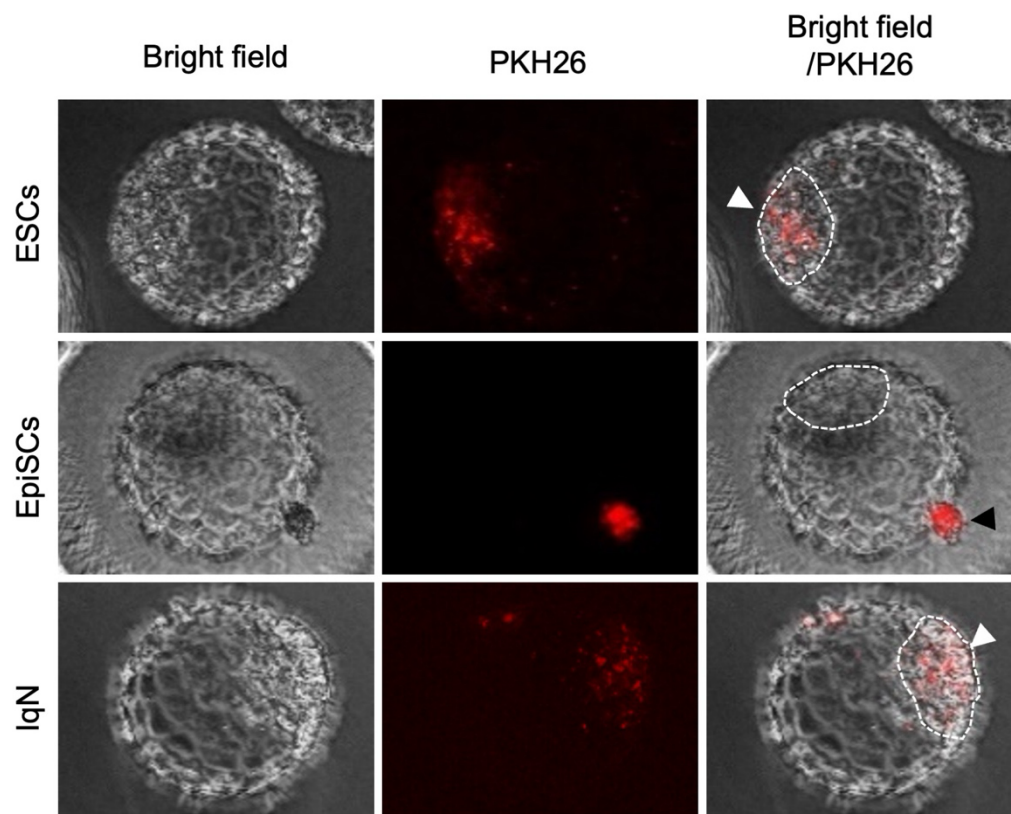

Figure S7. IQ1-induced naïve-state EpiSCs integrated into preimplantation embryos. The top images show integration of ESCs into the inner cell mass (ICM) of the blastocyst. The middle images exclusion of EpiSCs from the embryo. The bottom images show chimeric embryo formation by IQ1-treated EpiSCs.

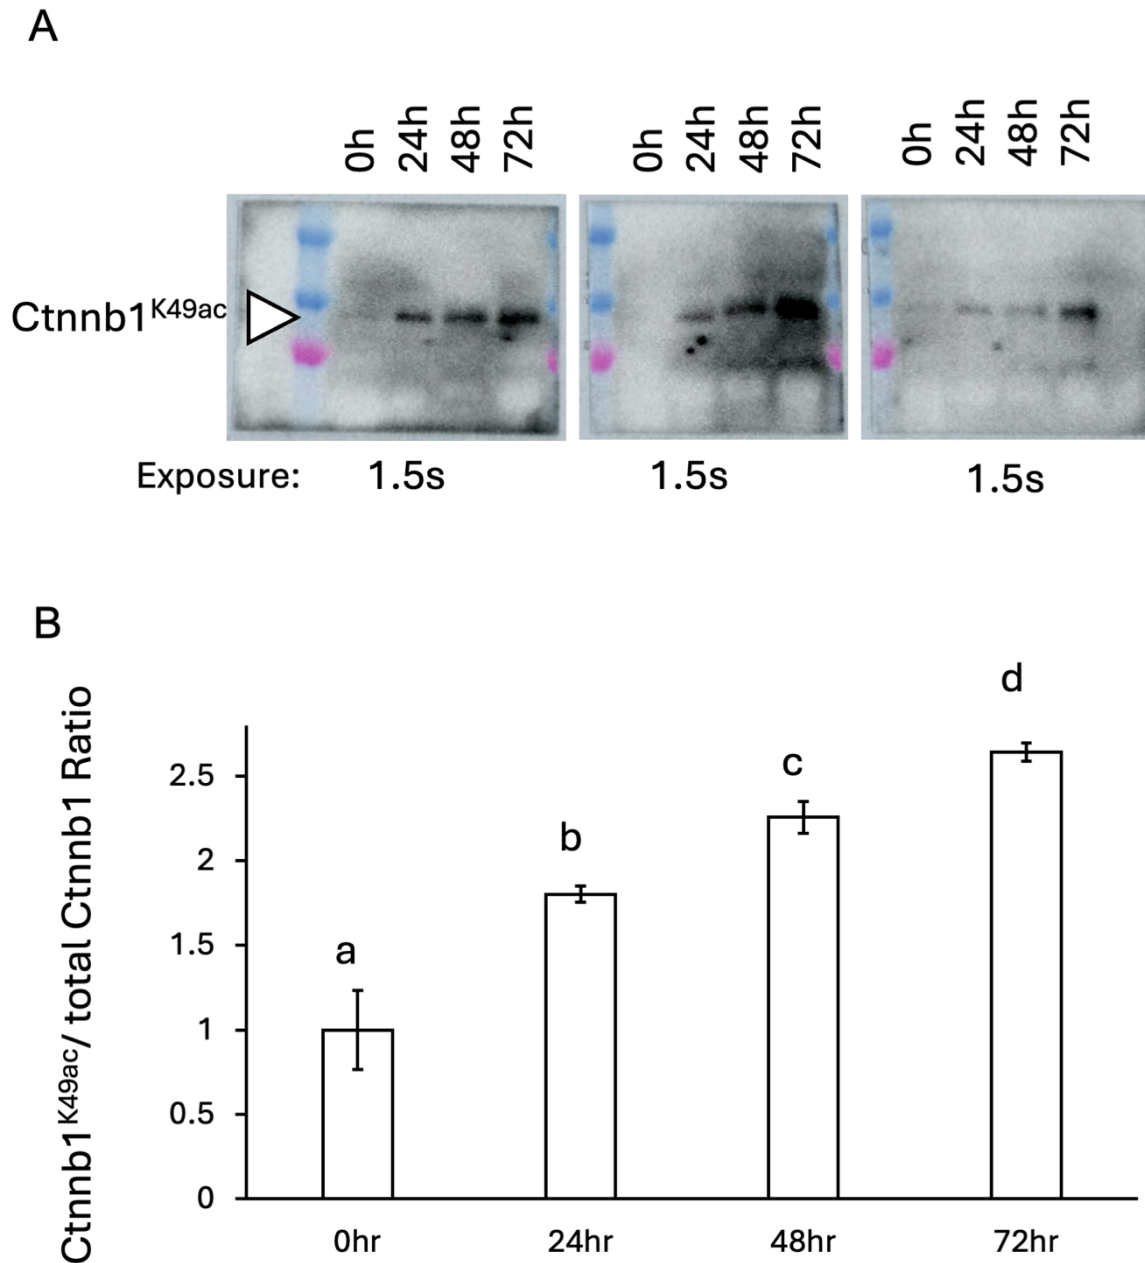

Figure S8. Quantification of Ctnnb1^{K49ac} increase following IQ1 treatment. A, Representative WB images from three independent biological replicates. Unprocessed blot images are shown with exposure times indicated. The arrowhead marks the expected size of Ctnnb1^{K49ac}. B, Semi-quantitative analysis of Ctnnb1^{K49ac} levels normalized to total Ctnnb1 using densitometry. Bars represent the mean $\pm$ SD of three biological replicates. Different letters above the bars indicate statistically significant differences ($P < 0.05$).

A

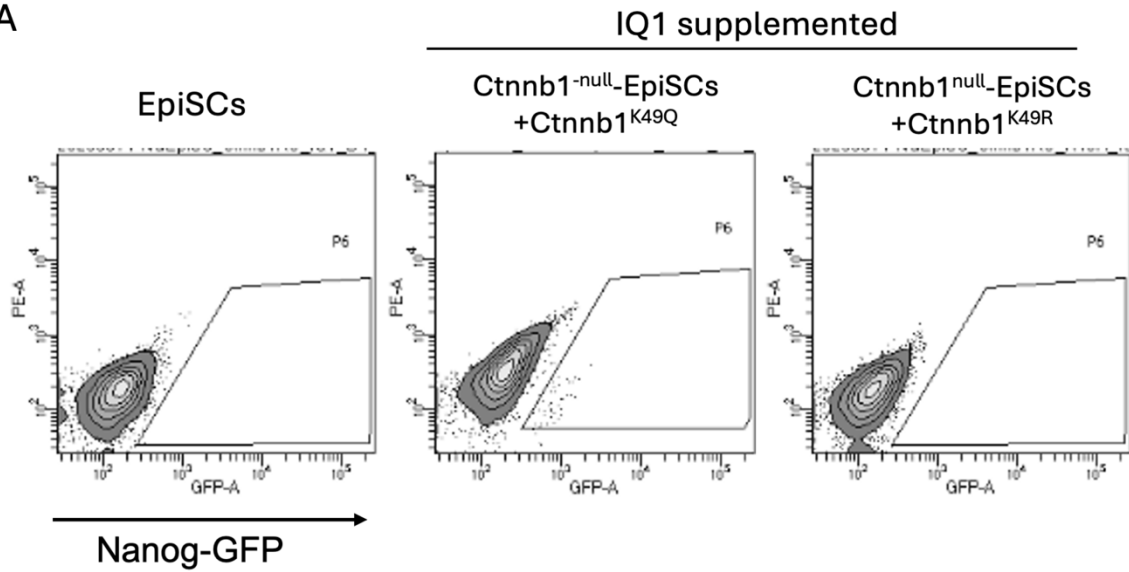

B

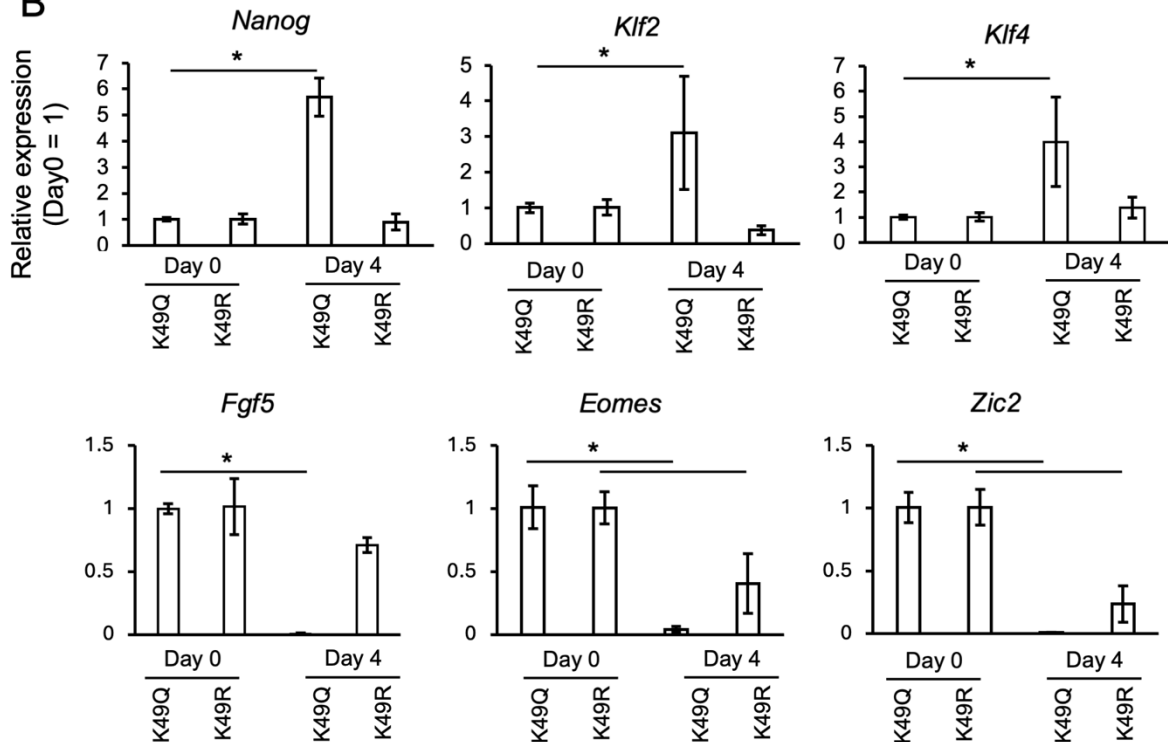

Figure S9. IQ1 treatment in Ctnnb1^{null} EpiSCs complemented with either Ctnnb1^{K49Q} or Ctnnb1^{K49R} mutants. A, Upon Fgf2 deprivation and IQ1 treatment for 4 days, Nanog-GFP expression emerged in the K49Q-expressing EpiSCs but remained undetectable even after 7 days in the K49R-expressing cells. B, Gene expression analysis on day 4 following Fgf2 deprivation and IQ1 addition. K49R-expressing EpiSCs showed no upregulation of naïve pluripotency markers such as *Nanog*, *Klf2*, and *Klf4*. In contrast, the expression of differentiation-associated genes was sustained. Since *Fgf5*, *Eomes*, and *Zic2* are recognized as early differentiation/ EpiSC markers, the reduction in *Eomes* and *Zic2* expression observed in the K49R-expressing cells on day 4 does not necessarily indicate suppression of differentiation.

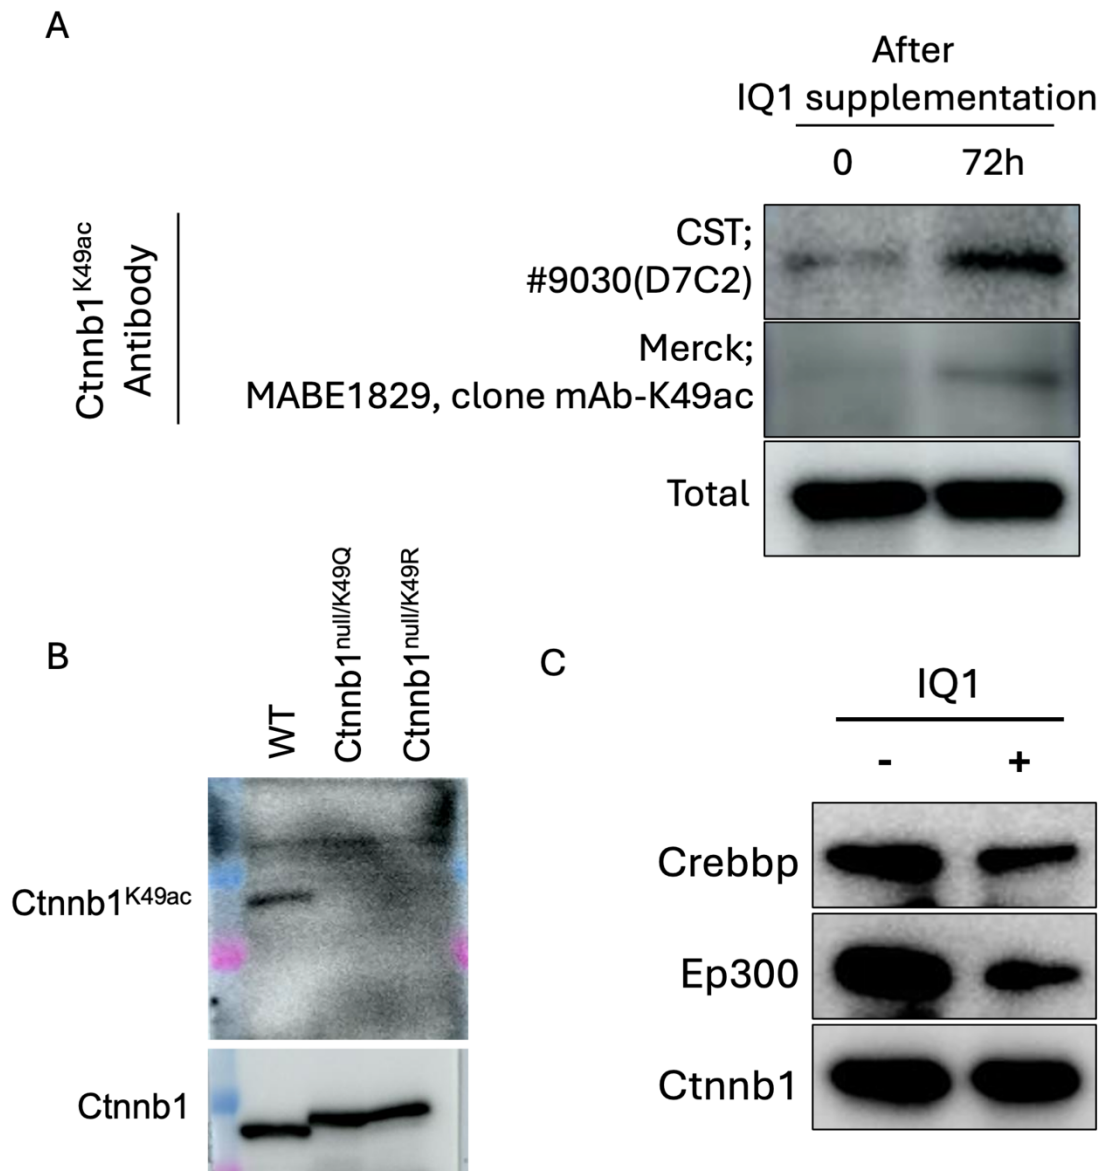

Figure S10. Supporting data for the main experiments. A, Validation of Ctnnb1^{K49ac} upregulation following IQ1 treatment in EpiSCs using two different antibodies. Although the primary antibody (BT-Lab, BT-AP01077) provided the highest S/N ratio in our system (Figure 1 and 3), two additional commercially available antibodies also showed consistent increases in K49 acetylation upon IQ1 treatment. B, WB analysis of Ctnnb1^{K49ac} in ESCs expressing either the Ctnnb1^{K49Q} or Ctnnb1^{K49R} mutant. Each mutant was expressed in ESCs lacking endogenous Ctnnb1 (Ctnnb1^{null}). Immunoblotting using the BT-Lab antibody (employed throughout this study) failed to detect Ctnnb1^{K49ac} even in Ctnnb1^{null/K49Q} ESCs, likely due to conformational alterations caused by the lysine-to-glutamine substitution. C, Input controls corresponding to the IP experiment shown in Figure 3E, confirming the expression of proteins used in the immunoprecipitation.

Table S1. GO terms of differentially expressed transcripts between conventional ESCs and lqESCs.

ID	Source	Term ID		Term Name	Padj (query_1)
1	GO:MF	GO:0005515		protein binding	5.504×10^{-132}
2	GO:MF	GO:0003824		catalytic activity	2.452×10^{-57}
3	GO:MF	GO:0060090		molecular adaptor activity	1.237×10^{-17}
4	GO:MF	GO:0030234		enzyme regulator activity	3.917×10^{-9}
5	GO:MF	GO:0003735		structural constituent of ribosome	8.190×10^{-7}
6	GO:MF	GO:0019843		rRNA binding	4.528×10^{-5}
7	GO:MF	GO:0001228		DNA-binding transcription activator activity, R...	8.623×10^{-5}
8	GO:MF	GO:0005200		structural constituent of cytoskeleton	1.719×10^{-4}
9	GO:MF	GO:0003729		mRNA binding	6.638×10^{-4}
10	GO:MF	GO:0008137		NADH dehydrogenase (ubiquinone) activity	2.876×10^{-3}
11	GO:MF	GO:0140104		molecular carrier activity	9.887×10^{-3}
12	GO:MF	GO:0019783		ubiquitin-like protein peptidase activity	1.517×10^{-2}
13	GO:MF	GO:0001055		RNA polymerase II activity	1.705×10^{-2}
14	GO:MF	GO:0010484		histone H3 acetyltransferase activity	2.695×10^{-2}
15	GO:MF	GO:0051537		2 iron, 2 sulfur cluster binding	3.424×10^{-2}
16	GO:MF	GO:0022804		active transmembrane transporter activity	3.600×10^{-2}
17	GO:BP	GO:0009987		cellular process	6.168×10^{-116}
18	GO:BP	GO:0016032		viral process	4.922×10^{-6}
19	GO:BP	GO:0048511		rhythmic process	1.172×10^{-3}
20	GO:BP	GO:0009410		response to xenobiotic stimulus	1.836×10^{-2}
21	GO:BP	GO:0001678		intracellular glucose homeostasis	1.875×10^{-2}
22	GO:BP	GO:0044403		biological process involved in symbiotic interac...	2.388×10^{-2}
23	GO:BP	GO:0045471		response to ethanol	2.578×10^{-2}
24	GO:BP	GO:0051881		regulation of mitochondrial membrane potential	3.245×10^{-2}
25	GO:CC	GO:0005737		cytoplasm	1.206×10^{-266}
26	GO:CC	GO:0030880		RNA polymerase complex	3.820×10^{-8}
27	GO:CC	GO:0070603		SWI/SNF superfamily-type complex	1.723×10^{-4}
28	GO:CC	GO:0062023		collagen-containing extracellular matrix	2.051×10^{-4}
29	GO:CC	GO:0005681		spliceosomal complex	3.022×10^{-4}
30	GO:CC	GO:0070847		core mediator complex	2.304×10^{-3}
31	GO:CC	GO:0030684		preribosome	3.315×10^{-3}
32	GO:CC	GO:0005652		nuclear lamina	4.283×10^{-3}
33	GO:CC	GO:0016592		mediator complex	1.084×10^{-2}
34	GO:CC	GO:0098562		cytoplasmic side of membrane	1.538×10^{-2}
35	GO:CC	GO:0000801		central element	4.055×10^{-2}
36	GO:CC	GO:0070775		H3 histone acetyltransferase complex	4.055×10^{-2}

Table S2. Primer list used in this study.

Gene	Forward	Reverse
<i>Nanog</i>	ACCAGTGGTTGAAGACTAGCAAT	CTGCAATGGATGCTGGGAT
<i>Klf2</i>	AGACCTACACCAAGAGCTC	TCCCAGTTGCAATGATAAG
<i>Klf4</i>	AGTTCTCATCTCAAGGCACAC	TCACAGTGGTAAGGTTTCTCG
<i>Fgf5</i>	ATGGCAAAGTCAATGGCTC	TGAGACACAGCAAATATTTCC
<i>Foxa2</i>	AGCCGTGAAGATGGAAG	TGTTTCATGCCATTCATCC
<i>Cdx2</i>	ACCTGTGCGAGTGGATG	ACTCCTTCTCCAGCTCCAG
<i>Otx2</i>	AACTTGCCAGAATCCAGG	TGACCTCCATTCTGCTG
<i>Eomes</i>	AAAGCGGACAATAACATGCAG	AGTGGGAGCCAGTGTTAGG
<i>Zic2</i>	TCAAGATCCACAAAAGAACTC	ATGTGCTTCTTCCTGTCTG
<i>Gapdh</i>	TCGTGGAGTCTACTGGTGTC	TCGTGGTTCACACCCATCAC
Genotyping<br>for Ctnnb1 KO	TAGCAGAATCACGGTGAC	ACAGCCCTGTCAAGAAAC

Table S3. Antibodies and brief conditions for the experiment.

Application	Antibody<br>(Primary antibody)	Company	Cat No<br>(Clone No)	Dilution	Condition
WB	Mouse monoclonal anti-Oct3/4 Antibody	Santacruz	sc-5279 (C-10)	1/1000 in Immuno-enhancer	4°C, Overnight
WB	Rabbit monoclonal anti-Nanog Antibody	CST	#8822 (D2A3)	1/1000 in Immuno-enhancer	4°C, Overnight
WB	Goat polyclonal anti-Sox2 Antibody	Santacruz	sc-17320 (Y-17)	1/1000 in Immuno-enhancer	4°C, Overnight
WB	Goat polyclonal anti-LKLF(Klf4) Antibody	Santacruz	sc-18690 (N-13)	1/1000 in Immuno-enhancer	4°C, Overnight
WB	Rabbit polyclonal anti-TCF3 Antibody	Santacruz	sc-8635 (M-20)	1/1000 in Immuno-enhancer	4°C, Overnight
WB	Rabbit monoclonal anti-HDAC2 Antibody	CST	#2540	1/1000 in Immuno-enhancer	4°C, Overnight
WB	Rabbit monoclonal anti-CBP Antibody	CST	#7389	1/2500 in Immuno-enhancer	4°C, Overnight
WB	Rabbit monoclonal anti-p300 Antibody	CST	#86377	1/2500 in Immuno-enhancer	4°C, Overnight
WB/IF	Mouse polyclonal anti- β catenin(14/ β catenin) Antibody	BD Biosciences	610153	WB:1/2000 in Immuno-enhancer/ IF:1/200 in 10% Block-Ace/TBS	4°C, Overnight
WB/IF	Rabbit monoclonal anti-Acetyl- β -catenin(Lys49) antibody	CST	#9030	WB:1/1000 in Immuno-enhancer/ IF:1/200 in 10% Block-Ace/TBS	4°C, Overnight
WB/IF	Rabbit polyclonal anti-Catenin-beta (Acetyl Lys49) antibody	BT LAB	BT-AP01077	WB:1/2000 in Immuno-enhancer/ IF:1/1000 in 10% Block-Ace/TBS	4°C, Overnight
WB	Mouse monoclonal anti-Gapdh antibody	FUJIFILM	014-25524 (5A12)	1 / 2,000 in Immuno-enhancer	4°C, Overnight
WB	Rabbit monoclonal anti-TBP antibody	CST	#8515	1 / 1,000 in Immuno-enhancer	4°C, Overnight
WB	Rabbit polyclonal anti-EP300 antibody	CST	#57625 (E8S2V)	1 / 2,500 in Immuno-enhancer	4°C, Overnight
ELISA	Mouse monoclonal anti-Ep300 antibody	Santacruz	sc-48343 (F-4)	1/500 in 50% Block-Ace/TBS	37°C, 1h
ELISA	Rabbit polyclonal anti-Phospho-Ep300-Ser89 Antibody	St John's Laboratory	STJ91120	1/2500 in in 50% Block-Ace/TBS	37°C, 1h
Wb	Goat Anti-mouse IgG, HRP-linked Anbitody	CST	#7073	1/2000 in Immuno-enhancer	4°C, Overnight
Wb	Goat Anti-rabbit IgG, HRP-linked Anbitody	CST	#7074	1/2000 in Immuno-enhancer	4°C, Overnight
IF	Donkey Anti-IgG(H+L), Rabbit CFTM555	BTI	200038-1MG	1/1000 in 10% Block-Ace/TBS	RT, 1h
IF	Donkey Anti-IgG(H+L), Mouse CFTM488	BTI	200038-1MG	1/1000 in 10% Block-Ace/TBS	RT, 1h

How the deposited data were processed for this re-analysis (not part of the article)

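RNA of mouse ESCs, EpiSCs and IqN cells was measured on 6 Clariom S arrays, 2 per group, and grouped by the sample labels. The authors deposited log2 expression values, 1 per probe set and array; Affymetrix Expression Console is named in the processing notes without a version, and the Transcriptome Analysis Console, hierarchical clustering and one-way analysis of variance in the supplementary methods. The summary method, background correction and normalization are not named in the sources used here, so the deposited values were used as they are, and all differences are on the log2 scale of these values. The values run from 1.69 to 19.9.

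The value table has 28846 features: 22206 transcript clusters, 5222 negative and 1324 positive controls, and 94 spike and hybridization controls. Of the transcript clusters, 19572 carry 1 gene symbol in the array annotation, 0 carry several and 2634 carry none; only the first were tested. Of the 32 genes in the paper's argument, 30 have a named probe set. Per array, the hybridization control medians were 11.8 and 11.8 for ESCs, 11.3 and 11.5 for EpiSCs and 11.1 and 11.1 for IqN cells, and the area under the curve of positive against negative controls was 0.835 to 0.847. The depth of an array is not counted in reads; the number of arrays limits the precision.

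Tests were made with limma 3.58.1 in R 4.3.3: a fit of the 3 group means to all 6 arrays with a constant prior (prior SD 0.265), the 3 pairwise comparisons, a moderated F test over the groups and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. The moderated F test called 4904 genes (25.1%). At an unadjusted p under 0.05, 6125 genes passed between ESCs and EpiSCs, 6255 between IqN cells and EpiSCs and 4061 between IqN cells and ESCs. The groups did not overlap for 57.5%, 56.7% and 53.6% of the genes in these comparisons, where chance gives 33.3%. Principal components and Euclidean distances used gene-centred, unscaled values. The position of IqN cells was computed per gene as the difference of the IqN and EpiSC means divided by the difference of the ESC and EpiSC means, in percent; it was 96.4% at the median for genes higher in ESCs and 88.0% for genes lower in ESCs.

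The 29 gene lists were written from textbook knowledge and from the paper's text: naïve pluripotency, the paper's naïve genes, core pluripotency, primed epiblast, the paper's differentiation genes, primitive streak and mesendoderm, neuroectoderm, trophectoderm, primitive endoderm, fibroblast markers, 2-cell-like state, germline genes, DNA methylation machinery, Wnt targets, the LIF-Stat3, Activin-Nodal and BMP pathways, Fgf-Erk targets, cholesterol synthesis, glycolysis and hypoxia, oxidative phosphorylation, p53 targets, interferon response, imprinted genes, epithelial genes, mesenchymal genes, proliferation, Ctnnb1 and acetylation machinery, and sex-linked genes. They were tested with camera at a preset correlation of 0.01, which sets a list against the other genes, and again with an estimated correlation and with fry, which asks whether the members of a list move one way on balance. Camera called 18 lists between ESCs and EpiSCs (11 higher, 7 lower), 14 between IqN cells and EpiSCs (8 higher, 6 lower) and 11 between IqN cells and ESCs (4 higher, 7 lower). Some genes belong to more than 1 list, so the lists are not independent. Among them are Gbx2 (naïve and LIF-Stat3), Dnmt3l (the paper's naïve genes and DNA methylation) and Myc (Wnt and Fgf-Erk targets). With an estimated correlation 3, 1 and 0 lists were called, and for each list called by camera this gave the highest adjusted p of the alternatives tried. With this setting camera also bases its p-values on the 3 residual degrees of freedom of the fit. A higher adjusted p there does not by itself show that members of a list are correlated.

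Genes named in the text are those of the paper's argument, the 10 largest rises and 10 largest falls per comparison among called genes whose arrays did not overlap between the groups (predicted genes, olfactory receptors and small RNA genes passed over), and up to 4 members per list with the largest called changes; exceptions are said to have been named after their values were seen.

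The fits were tested on simulated data with the mean of each probe set over all arrays and the fitted spread. For ESCs against EpiSCs, 43.1% of 72 genes changed by 1 on the log2 scale, 100% of 60 genes changed by 2 and 100% of 68 genes changed by 3 were called with the right sign over 19572 probe sets, and 8.29% of the calls were unchanged genes; with no change simulated between IqN cells and EpiSCs, 0 genes were called. The list test called the 1 list that was shifted, and 0 lists with none shifted. Genes were drawn independently here, so the simulation does not show how the list test behaves when members of a list are correlated. The alternatives were other normalizations, filters on dim probe sets, priors, array weights and all features of the value table. Others were fits of only the 2 groups compared, and the methods' analysis of variance and pairwise t-tests, both without moderation. Further ones were other distance measures, other fold minimums and each array left out in turn. The closing section gives their effect. The arrays of the other experiments of the paper, among them IqESCs and short treatments with IQ1, were not analysed here.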

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

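All tests of explanations for the following patterns were chosen, with their bounds and thresholds, after the values were seen; the 3 patterns weighed were picked from several, among which Fgf-Erk targets and Y-linked genes were also considered.

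The naïve pluripotency list was called higher in IqN cells than in ESCs, with a median log2 difference of 1.52, 13 of 20 members higher and 1 lower (14 and 1 when adjusted over the list alone) and no call with an estimated correlation (adjusted p = 0.0721). Quantile normalization of the arrays left the naïve median at 1.40 and the list called, which argues against the differences between arrays that it removes as the whole cause. The Y-linked genes, with a median difference of -0.0208 between IqN cells and EpiSCs, do not bear on the pattern, since ESCs carried into the IqN cultures would bring their values at most to the ESC level. Feeder RNA in the ESC arrays would dilute all transcripts of ESCs alike: the 9 core genes alone were borderline for this (median 0.39, SD 1.08), and with the germline genes added, which may fall for reasons of their own, the median over 28 genes was -0.582 (SD 1.06), where dilution would need about the naïve shift. The medium, the parental line and IQ1 itself differ between the groups together and stay open, untested.

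The 2-cell-like list was called higher in IqN cells than in ESCs, with a median log2 difference of 2.03, 7 of 11 members higher (7 when adjusted over the list alone) and no call with an estimated correlation (adjusted p = 0.0721). Probes shared between the Zscan4 paralogs cannot raise the 6 members outside that family, of which 2 were called higher, Usp17la by 2.03 and Tmem92 by 1.61 (named after their values were seen), although the median of the 6 was 0.18. For the Zscan4 paralogs themselves, sharing and separate rises cannot be told apart: their 5 differences ran from 3.10 to 4.32, with an SD of 0.563 that was 2.02 times their mean standard error of 0.279, and the annotation does not say which probes are shared. After quantile normalization the list median was 2.09 and the list was still called. A larger share of cells in the 2-cell-like state and a higher level in all cells are both possible in these bulk arrays, and neither was tested.

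The fibroblast list was called lower in IqN cells than in ESCs, with a median log2 difference of -0.586, 7 of 21 members lower (10 when adjusted over the list alone) and no call with an estimated correlation (adjusted p = 0.108). In both groups 13 of the 21 members lay below the highest negative control median. The size of the list median, before and after normalization, is therefore poorly determined. Quantile normalization, which changed the number of genes called in this comparison from 1218 to 1051, left the median at -0.477 and the list called (camera adjusted p = 2.18e-08), which argues against the differences between arrays that it removes as the whole cause. The bound for this, that a list stays called and keeps most of its median, was the last of several: on the 7 called members alone (smallest fall -1.32) the answer was the same, a median within 0.5 of 0 would have counted for normalization, and a median below -1 would have left it open. Feeder RNA in the ESC arrays cannot be told apart from expression in ESCs: the collagen genes Col1a1, Col1a2 and Col3a1, abundant in fibroblasts, differed by a median of -1.40, far less than Bgn (-6.58) or Dcn (-3.76), but their ESC levels of 5.96, 5.45 and 4.76 were close to the negative controls, and there is no fibroblast array to give the ratio that feeders would bring. Of the 7 members called lower, 1 (Acta2) was called higher in EpiSCs than in ESCs, and the culture surface of the ESCs stays open.

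Y-linked genes (Eif2s3y, Uty and Kdm5d) were higher in ESCs than in EpiSCs by a median of 7.79, with values of at most 2.91 in every EpiSC and IqN array and at least 5.90 in both ESC arrays. Fgf-Erk targets had a median difference of -0.661 between IqN cells and ESCs. Germline genes were higher in ESCs than in EpiSCs by a median of 4.08 (15 of 19 called higher, none lower, and 15 when adjusted over the list alone; camera adjusted p = 9.95e-15, and adjusted p = 0.0452 with an estimated correlation).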

How the results depend on the processing

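With 2 arrays per group, the numbers of called genes depend on the processing more than the directions do: no called gene or list named in the text reversed under any alternative, and no call of the 3 comparisons turned its sign; of 8492 values of named genes and lists under alternatives, 55 changed sign while uncalled in both settings and were counted as unchanged. Testing every feature of the value table, controls included, gave 2595 genes for ESCs against EpiSCs, 481 for IqN cells against ESCs and 3108 among the 3 groups; this changes both the adjustment and the prior, and the cause was not tested. Pairwise t-tests without moderation were also run. After Benjamini-Hochberg adjustment they gave 1012 genes for ESCs and 1391 for IqN cells against EpiSCs, and 0 for IqN cells against ESCs. The methods' one-way analysis of variance, adjusted in the same way, gave 839 among the groups. Unadjusted, the t-tests gave 3016 for IqN cells against ESCs, where limma called 1218 and 4061 passed unadjusted. For the same comparison array weights gave 1890 and a fit of only the 2 groups 1854; the cause was not tested. With each array left out in turn, the counts ran from 2326 to 4128 for ESCs against EpiSCs, from 2655 to 4154 for IqN cells against EpiSCs and from 295 to 1854 for IqN cells against ESCs, where a lone array is assumed to vary like the other groups. A filter to genes above the median mean moved the share of higher calls between IqN cells and ESCs from 58.5% to 69.1%; quantile normalization gave 54.4% and median centring 59.7%. The distance of IqN cells to ESCs, 62.9% of that of ESCs to EpiSCs, was 88.6% with probe sets scaled to unit variance, 45.4% on those of largest variance, 54.5% above the median mean and 38.2% as 1 minus the Pearson correlation, and 60.3% to 65.8% with an array left out; the cause was not tested. The median position of 91.1% was 87.6% or 94.2% when genes were selected on the first or second array of each group and measured on the other, 96.4% at a minimum of 4-fold, 89.9% with no minimum, 92.8% above the median mean and 88.8% to 94.1% with an array left out. Gene lists called fell to 3, 1 and 0 with an estimated correlation, while fry, a test of another question, called 24, 24 and 14; with an array left out, 16 to 18, 12 to 14 and 11 to 12 were called. Among genes above the median mean, camera called 13, 14 and 10 lists. Named genes lost their call in 112, 130 and 254 combinations of gene and alternative and gained one in 1, 3 and 19. Lists lost 24, 20 and 13 and gained 7, 11 and 5. Arrays with the same replicate number did not deviate together (correlations of 0.026, -0.043 and 0.086 between the groups), so the numbers do not pair the arrays; with the replicate block, 3809, 4194 and 1058 genes were called, 4693 among the groups, 2667 shared and 18, 14 and 11 lists, and no count moved by over 1.5 times. Signal over background limits the low end: fold changes of genes below the negative controls in 1 group are poorly determined.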

Differences from the paper's values

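The share of variance on the second principal component was 18.6% here, against the paper's value of about 2.8% in Fig. 4F, read by eye; it differed in every other processing tried, which gave 12.0% to 27.1%. The third component held 6.20% here, against the paper's value of about 1.9% in Fig. 4F, read by eye; of the other ways of processing, only the smaller set of probe sets of largest variance gave a value (1.79%) within 1.5 times of it, and there the first component held 85.3% and the second 12.0%. The first component, 67.8% here against the paper's value of about 90% in Fig. 4F, read by eye, is within 1.5 times of it, the bound used for all 3 components, except with probe sets scaled to unit variance (37.2%). Fig. 4F shows more points for IqN cells and EpiSCs than the arrays used here, so its arrays are not the same set.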

Other observations

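Beyond the pluripotency lists, ESCs and IqN cells shared several differences from EpiSCs, which cannot be separated from the culture medium. Some lists below share members with the naïve lists, such as LIF-Stat3 (Gbx2) and DNA methylation (Dnmt3l), and are not independent of them. Of 19 genes of glycolysis and hypoxia, 12 were higher and 2 lower in ESCs (12 and 3 when adjusted over the list alone; median log2 difference 1.31, camera adjusted p = 7.56e-05, and adjusted p = 0.109 with an estimated correlation), and 8 higher and 2 lower in IqN cells (8 and 4 over the list alone; median 0.35, camera adjusted p = 0.00672, and adjusted p = 0.213 with an estimated correlation). Egln3, an oxygen-sensing prolyl hydroxylase gene, rose from 5.61 ± 0.21 in EpiSCs to 13.00 ± 0.13 in ESCs and 10.61 ± 0.06 in IqN cells (SD, n = 2 each). The pyruvate dehydrogenase kinase gene Pdk1 rose, in the same order, from 6.89 ± 0.34 to 13.97 ± 0.16 and 11.63 ± 0.23 (SD, n = 2 each). Against ESCs, IqN cells were lower in 4 of these genes (7 over the list alone; median -0.61, camera adjusted p = 3.4e-04, and adjusted p = 0.118 with an estimated correlation). Of 16 p53 targets, 11 were lower and 1 higher in ESCs (11 and 1 over the list alone; median -1.24, camera adjusted p = 3.8e-05, and adjusted p = 0.213 with an estimated correlation) and 7 lower and 1 higher in IqN cells (10 and 1 over the list alone; median -0.96, camera adjusted p = 0.00252, and adjusted p = 0.294 with an estimated correlation). Perp fell by 4.79 in ESCs and fell by 4.23 in IqN cells, while the gene of the apoptosis promoter Noxa, Pmaip1, was the member that rose, by 3.69 and 1.89. Of 16 cholesterol synthesis genes, 7 were lower in ESCs (10 over the list alone; median -0.77, camera adjusted p = 1.38e-04, and adjusted p = 0.159 with an estimated correlation) and 9 in IqN cells (9 over the list alone; median -1.15, camera adjusted p = 0.00252, and adjusted p = 0.213 with an estimated correlation), and none was higher. Of 15 proliferation genes, 10 were higher in ESCs (11 over the list alone; median 1.13, camera adjusted p = 3.8e-05, and adjusted p = 0.208 with an estimated correlation) and 11 in IqN cells (13 over the list alone; median 1.07, camera adjusted p = 1.54e-06, and adjusted p = 0.213 with an estimated correlation), with the cyclin gene Ccne1 higher by 2.50 and 2.36. Between IqN cells and ESCs, p53 targets (camera adjusted p = 0.183), cholesterol synthesis (0.965) and proliferation (0.292) did not pass.

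Of 8 genes of the DNA methylation machinery, 7 were higher in ESCs (7 over the list alone; median 1.94, camera adjusted p = 1.28e-06, and adjusted p = 0.2 with an estimated correlation) and 6 higher and 1 lower in IqN cells (6 and 1 over the list alone; median 1.82, camera adjusted p = 2.63e-05, and adjusted p = 0.224 with an estimated correlation); the cofactor gene Dnmt3l rose by 8.45 and 6.96, and Tet2, which encodes an enzyme that oxidizes methylcytosine, by 4.65 and 5.70. Of 16 LIF-Stat3 genes, 9 were higher and 1 lower in ESCs (10 and 3 over the list alone; median 1.52, camera adjusted p = 4.61e-04, and adjusted p = 0.285 with an estimated correlation) and 9 higher in IqN cells (9 higher and 1 lower over the list alone; median 1.64, camera adjusted p = 4.8e-05, and adjusted p = 0.285 with an estimated correlation); Stat3 measured 9.01 ± 0.18 in ESCs, 9.16 ± 0.21 in IqN cells and 6.18 ± 0.60 in EpiSCs (SD, n = 2 each). Germline genes were also higher in IqN cells than in EpiSCs (14 of 19, and 14 over the list alone; median 2.77, camera adjusted p = 1.48e-10, and adjusted p = 0.0507 with an estimated correlation), as were genes of the 2-cell-like state in IqN cells (8 of 11, and 8 over the list alone; median 2.59, camera adjusted p = 5.85e-09, and adjusted p = 0.0549 with an estimated correlation) and in ESCs (6 of 11, and 6 over the list alone; median 0.98, camera adjusted p = 7.56e-05, and adjusted p = 0.109 with an estimated correlation). The Fgf-Erk list was called lower than in EpiSCs in IqN cells (12 of 18 members lower, with 12 lower and 1 higher over the list alone; median -1.57, camera adjusted p = 1.54e-06, and adjusted p = 0.202 with an estimated correlation) and in ESCs (5 lower and 1 higher, with 7 and 3 over the list alone; median -0.65, camera adjusted p = 0.0234, adjusted p = 0.0536 without EpiSC replicate 1, and adjusted p = 0.285 with an estimated correlation). The fibroblast list was called lower in IqN cells than in EpiSCs (5 of 21 members lower, and 7 over the list alone; median -0.38, camera adjusted p = 5.64e-04, and adjusted p = 0.213 with an estimated correlation), led by Acta2 (-9.20) and Tagln (-8.69), while in ESCs 5 were higher and 2 lower (5 and 2 over the list alone; camera adjusted p = 0.458).

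Of 15 imprinted genes, 7 were lower and 2 higher in ESCs than in EpiSCs (8 and 2 over the list alone; median -0.75, camera adjusted p = 0.0234, and adjusted p = 0.251 with an estimated correlation), and Plagl1 fell by 7.40; in IqN cells 6 were lower and 2 higher (6 and 3 over the list alone; camera adjusted p = 0.155), and Grb10 fell by 3.45 against ESCs. The epithelial list was called higher in ESCs than in EpiSCs (7 higher and 3 lower of 14, with 8 and 3 over the list alone; median 1.01, camera adjusted p = 0.0427, and adjusted p = 0.323 with an estimated correlation), a call lost without ESC replicate 2 (0.0714) or EpiSC replicate 2 (0.155), and lower in IqN cells than in ESCs (5 lower, and 6 over the list alone; median -0.62, camera adjusted p = 4.36e-05, and adjusted p = 0.159 with an estimated correlation). Krt19, a keratin gene, fell by 5.13 in ESCs against EpiSCs and fell by 1.91 in IqN cells against ESCs, while the tight junction gene Cldn4 rose by 7.89 in ESCs. The mesenchymal list was called lower in ESCs than in EpiSCs (3 lower and 1 higher of 11, with 4 and 1 over the list alone; median -0.15, camera adjusted p = 0.0384, adjusted p = 0.0647 without EpiSC replicate 1, and adjusted p = 0.285 with an estimated correlation). The trophectoderm list was called higher in ESCs than in EpiSCs (4 of 13 members higher, and 4 over the list alone), with a median of 0.35. The camera adjusted p was 0.0234, and 0.208 with an estimated correlation, and the call was lost without EpiSC replicate 2. Between IqN cells and ESCs the list did not pass (1 higher and 5 lower, also over the list alone, camera adjusted p = 0.102). It passed without ESC replicate 1 and with fry (adjusted p = 0.0209), and the lowest camera adjusted p over all alternatives was 0.00232. The interferon response list was called lower in IqN cells than in ESCs (1 of 18 members lower, and 3 over the list alone; median -0.34, camera adjusted p = 0.0197, and adjusted p = 0.166 with an estimated correlation) and than in EpiSCs (5 of 18 members lower, and 5 over the list alone; median -0.28, camera adjusted p = 0.0495, and adjusted p = 0.243 with an estimated correlation), the latter call being lost without EpiSC replicate 1 (0.051), EpiSC replicate 2 (0.0857) or IqN replicate 1 (0.0538); B2m, the shared subunit gene of class I antigen presentation, fell by 1.89 and fell by 3.14.

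Lists that passed in no comparison were core pluripotency, primitive streak, neuroectoderm (camera adjusted p = 0.933 for ESCs and 0.203 for IqN cells against EpiSCs, and 0.242 between IqN cells and ESCs, in this order also below), primitive endoderm (0.566, 0.711 and 0.748), Wnt targets (0.458, 0.711 and 0.827), Activin-Nodal (0.228, 0.187 and 0.42), BMP (0.138, 0.898 and 0.183) and oxidative phosphorylation (0.228, 0.239 and 0.889). Their higher and lower calls were 1 and 2, 3 and 1, and 3 and 1 of 15 for neuroectoderm (1 and 2, 4 and 1, and 3 and 1 when adjusted over the list alone), 1 and 3, 2 and 3, and 1 and 0 of 16 for primitive endoderm (1 and 3, 2 and 3, and 2 and 0 over the list alone) and 1 and 2, 2 and 1, and 2 and 1 of 14 for Wnt targets (1 and 2, 3 and 2, and 2 and 1 over the list alone). For Activin-Nodal they were 1 and 3, 0 and 3, and 2 and 2 of 13 (1 and 5, 1 and 4, and 2 and 3 over the list alone), for BMP 3 and 0, 1 and 1, and 1 and 3 of 12 (3 and 0, 1 and 1, and 1 and 4 over the list alone), and for oxidative phosphorylation 1 and 1, 3 and 0, and 1 and 0 of 19 (1 and 0, 1 and 0, and 1 and 0 over the list alone). The other comparisons that did not pass were trophectoderm (0.559), epithelial (0.559) and mesenchymal genes (0.138) in IqN cells against EpiSCs, interferon response in ESCs against EpiSCs (0.47), and DNA methylation (0.797), LIF-Stat3 (0.176), imprinted (0.292) and mesenchymal genes (0.18) in IqN cells against ESCs. In some lists that did not pass, the median and the mean of the log2 differences differed in sign: core pluripotency, neuroectoderm, primitive endoderm, interferon response and Ctnnb1 machinery in ESCs against EpiSCs, BMP in IqN cells against EpiSCs, and primitive endoderm, Wnt targets and cholesterol synthesis in IqN cells against ESCs.

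Of the transcripts of partners of Ctnnb1 and Nanog that the paper studies as proteins, Ep300 measured 10.50 ± 0.19 in ESCs, 10.41 ± 0.33 in EpiSCs and 10.90 ± 0.11 in IqN cells, and Crebbp 12.78 ± 0.02, 13.65 ± 0.25 and 13.59 ± 0.02 (SD, n = 2 each); the paper reports increased Ep300 in EpiSCs. Crebbp was lower in ESCs than in EpiSCs (-0.87, limma adjusted p = 0.0281), a call lost without ESC replicate 1 (0.128), ESC replicate 2 (0.131), EpiSC replicate 1 (0.114) or either IqN array (0.0516). Sin3a was higher in IqN cells than in EpiSCs (1.897, limma adjusted p = 0.00426), a call lost without IqN replicate 2 (0.0514), and so was Tcf7l1, also called Tcf3 (1.86, limma adjusted p = 0.00166), while Hdac2 did not pass (0.62, limma adjusted p = 0.118). As a list, the 18 genes of Ctnnb1 and acetylation machinery passed between IqN cells and ESCs (1 higher, and 3 over the list alone; median 0.49, camera adjusted p = 2.08e-04, and adjusted p = 0.108 with an estimated correlation) but not in ESCs (1 higher and 5 lower, with 2 and 5 over the list alone; 0.566) or IqN cells (5 higher and 2 lower, with 6 and 2 over the list alone; 0.138) against EpiSCs. Of the survival genes that the paper's discussion ties to K49 acetylation, Bcl2 was at 10.99 ± 1.05 in EpiSCs, 4.31 ± 0.11 in ESCs and 3.85 ± 0.10 in IqN cells (SD, n = 2 each), and Birc5 (Survivin) was higher in IqN cells than in EpiSCs by 1.53 (limma adjusted p = 0.00317). Dnmt3b, which the paper reports to fall during short IQ1 treatment of EpiSCs (Fig. 3G), was at a mean of 11.19 in EpiSCs, 12.14 in IqN cells and 13.23 in ESCs.

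The 3 Y-linked genes (the sex-linked list) were lower in IqN cells than in ESCs (3 of 3, and 3 over the list alone; median -7.81, camera adjusted p = 1.51e-09, and adjusted p = 0.0721 with an estimated correlation), higher in ESCs than in EpiSCs (3 of 3, and 3 over the list alone; camera adjusted p = 4.08e-06, and adjusted p = 0.109 with an estimated correlation) and not past the threshold between IqN cells and EpiSCs (0 of 3, and 0 over the list alone; camera adjusted p = 0.893). A hypothesis from this, tested after the values were seen, was that IqN cells hold 2 active X chromosomes and so express X-linked genes above autosomal ones relative to ESCs. The median IqN minus ESC difference of 358 X-linked genes exceeded that of 9375 autosomal genes by 0.00225 (95% bootstrap interval -0.0761 to 0.0837, 10000 draws), where the medians of the 19 autosomes ran from -0.058 to 0.167. Of 4 minimums on expression that were looked at, this is the one at the median of all genes; the others gave 0.0229 (none), 0.112 and 0.0831, so the difference ran from 0.00225 to 0.112. The data do not show the rise that a full second dose would give.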
